# Cocultured porcine granulosa cells respond to excess non-esterified fatty acids during in vitro maturation

**DOI:** 10.1186/s13048-021-00904-y

**Published:** 2021-10-28

**Authors:** Meihong Shi, Marc-André Sirard

**Keywords:** NEFAs, Granulosa cells, IVM, Transcriptome

## Abstract

**Background:**

Non-esterified fatty acids (NEFAs) are one of the main lipid components of follicular fluid at concentrations that depend on circulating levels. Elevated levels of NEFAs impair oocyte quality, development potential, and may subsequently influence the metabolism and reproductive fitness of offspring. Granulosa cells (GCs) are the follicular cells that are closely communicating with the oocyte. However, the responses of GCs exposed to high levels of NEFAs when cocultured with cumulus-oocyte complexes (COCs), and how they attenuate the negative effects of NEFAs on oocytes, are unclear.

**Results:**

To better understand this protective effect, monolayers of porcine GCs were cocultured with COCs during *in vitro* maturation (IVM) in the presence of elevated levels of NEFAs. Genomic expression analysis was conducted to explore the responses of the GCs to the elevated levels of NEFAs. After limma algorithm analysis, 1,013 genes were differentially expressed between GCs cultured with and without elevated NEFAs. Among them, 438 genes were upregulated and 575 were downregulated. The differentially expressed genes were enriched in pathways related to metabolism, inflammation, and epithelial-mesenchymal transition.

**Conclusions:**

The pathways and upstream regulators suggested that the cocultured GCs responded to the elevated NEFAs with (1) inhibition of the transition from granulosa to luteal cell, (2) interactions of metabolism change, anti-inflammation, mitochondrial function, and cell transition, (3) intercommunication with cocultured COCs of anti-inflammatory factors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13048-021-00904-y.

## Background

In mammals, especially in bovine and humans, the contexts of negative energy balance and obesity result in elevated levels of circulating non-esterified fatty acids (NEFAs) and may affect fertility [1, 2]. The elevated NEFAs in circulation originate mainly from lipolysis in adipocytes and from the diet [3]. *In vitro* studies showed that increased NEFA levels can affect follicular growth through impaired viability and steroidogenesis of granulosa cells (GCs) [4, 5]. Moreover, the early presence of high NEFA levels in the follicular fluid can result in subnormal corpus luteum function [6]. High levels of NEFAs during oocyte maturation and early embryo development have hazardous effects on development competence by affecting metabolism and cell fate [3]. In our previous study, exposure to elevated NEFAs level during IVM impaired the development of porcine blastocysts by increasing endoplasmic reticulum (ER) stress, reactive oxygen species (ROS), mitochondrial dysfunction, and by inducing inflammation [7].

The coculture of follicle shell-like GCs encapsulated in an agarose matrix with cumulus-oocyte complexes (COCs) indicated that GCs could improve oocyte developmental competence and blastocyst formation, reduce the intra-oocyte ROS content, and reduce apoptosis [8]. The study of Pawlak et al. [9] indicated that there is bidirectional cooperation of lipid metabolism between oocytes and surrounding cumulus cells. Besides, the coculture of porcine COCs with a monolayer of GCs reduced the stress induced by the presence of high level of NEFAs by activation of anti-inflammatory factors in GCs (unpublished data). However, the mechanisms of the positive effects of GCs on blastocysts obtained from cocultured oocytes exposed to high level of NEFAs are unclear.

*In vitro* studies on human follicles and embryos are limited because of ethical concerns and limitations. The pig is considered one of the optimal experimental models for human biomedical and reproductive research due to physiological, digestive, and reproductive similarities including the duration of oocyte *in vitro* maturation, the kinetics of cell division, and the timing of the embryo genome activation [10]. In this study, gene expression in porcine GCs cocultured with COCs and exposed to elevated level of NEFAs during IVM was analyzed to explore the pathways involved in protecting oocytes and improving blastocyst quality after *in vitro* fertilization.

## Results

### Differentially expressed genes

Following loess and quantile normalization and the limma algorithm with Flexaray, 1,381 out of the 43,794 probes were differentially expressed in cocultured GCs with NEFAs relative to the control (P<0.05). Of these, 1,295 probes were differentially expressed with the cut off criterion of 1.2-fold change (Fig. 1), and only 39 probes were differentially expressed with the cut off criterion of 1.5-fold change. 

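The deposited arrays compare GC monolayers that had grown for 7 days and then spent the 44 h of IVM with COCs, either in medium holding the mixture of palmitic, stearic and oleic acid or in the control medium. There were 4 biological replicates, and each array (A, B, C and D, for replicates 1 to 4) held the NEFA RNA and the control RNA of 1 replicate, labelled with different dyes. The authors' scanner files give, for each of 45220 spots, the mean intensity and the mean local background in the green channel (Cy3) and the red channel (Cy5), with no normalization. The median probe was 2.79 to 8.87 times as bright as its local background, depending on array and dye. Between 23.9% and 42.6% of the probes were above background, set at the mean plus 2 SD of the 153 negative control spots of that array and dye. No probe was saturated. The number of arrays limits the precision of every value.
The intensities were corrected for background with normexp (offset 50), normalized with loess within arrays and quantile between arrays, and fitted with limma on the log2 ratio of NEFA to control of the 43794 probes. The gene lists, thresholds and main settings were fixed before the deposited data were examined. The lists were chosen after reading the paper and its tables, which report on these same samples, so their tests are not blind to the data. For a gene with several probes, the brightest stood for it, which gave 9962 genes with a value on all 4 arrays.
The labels contradict each other on which dye held the NEFA RNA, since the titles of the arrays say the opposite of their channel fields on all 4. Positive values are NEFA over control by the channel fields, because 76.5% of the 600 genes that could be matched then have the sign of Table S2, against 23.5% by the titles. This direction is likely and not certain, and the reading of the titles would turn every sign.
Arrays A and B were labelled the same way by either reading, yet their log2 ratios ran against each other across probes (Pearson r = -0.74, with probes not independent replicates). Arrays C and D, also labelled alike, had r = 0.47. The local background of array A was 117 in the green column and 63.3 in the red column, while arrays B, C and D had 60.8 to 75.1 in green and 116 to 173 in red. The higher background of array A thus stands in the other column than on arrays B, C and D. Over 60 control probes, which GC RNA does not set, array A had r = -0.80 with the mean of the others. Arrays B, C and D each had 0.95 to 0.98 with the other 2. If its columns are exchanged, the values as headed take array A with the wrong sign. No label states an exchange of columns, so values are given with its columns as headed and again with its channels exchanged. The exchange is an alternative chosen after seeing the data, fitted without a dye term unless one is named.

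**Figure D1:**
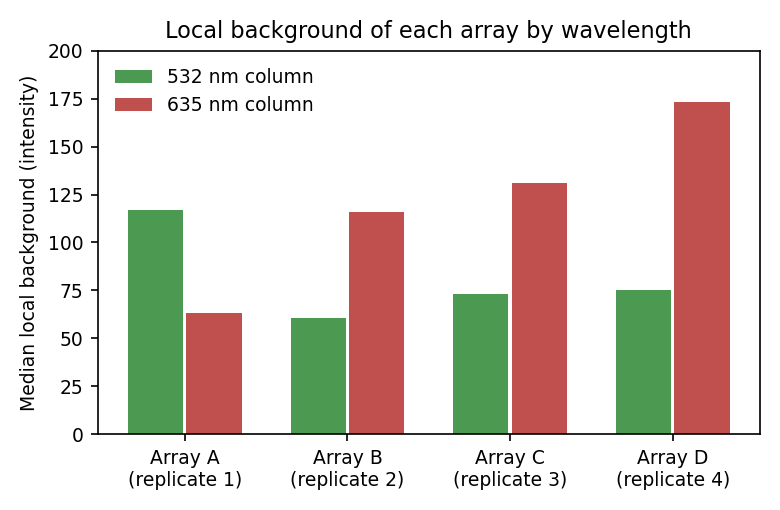
Median local background (intensity) of the 4 arrays in the columns headed with the wavelength of the green channel (green bars) and of the red channel (red bars). Array A is higher in the green column (117 against 63.3), and arrays B, C and D are higher in the red column.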

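With the columns as headed, CEBPD, a transcription factor of the C/EBP family, had a log2 ratio of NEFA to control of 0.94 (standard error 0.31) and PSMC3IP one of 1.00. TM7SF2, a sterol reductase of cholesterol synthesis, had -0.62, and PTPRD, a receptor tyrosine phosphatase, -0.66. These genes were among those past 1.5-fold, and all but TM7SF2 were chosen after their values were seen. None of CEBPD, PSMC3IP and PTPRD was both above background and of the same sign on all 4 arrays. With the channels of array A exchanged, none of these genes had an unadjusted p under 0.05 from limma and a 1.2-fold change. In limma, 612 of the 43794 probes had an unadjusted p under 0.05, of which 342 were past 1.2-fold and 30 past 1.5-fold. Chance alone gives 2190 probes at that p. After Benjamini-Hochberg adjustment, 0 probes were under 0.05.
Once the channels of array A were exchanged, 2175 probes had an unadjusted p under 0.05, 1602 of them past 1.2-fold and 324 past 1.5-fold, and 2 had an adjusted p under 0.05. By the headings, leaving out replicate 1 gave 1170 probes past 1.2-fold, and leaving out replicates 2, 3 and 4 gave 6286, 158 and 122. Under the exchange these last gave 1428, 2432 and 1997. If the columns of array A are exchanged, the headed fit without replicate 2 sets red against green on every array. Its 6286 probes then cannot be told from a difference between the dyes.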

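Of 9962 genes, 28 were higher and 52 lower in GCs with NEFAs than in control GCs, at an unadjusted p under 0.05 from limma and 1.2-fold. Among those above background that moved the same way on all 4 arrays, the largest rise was in AGPS, an enzyme of ether lipid synthesis in the peroxisome, with a log2 fold change of 0.46 (standard error 0.14, unadjusted p = 0.0151 from limma). SUSD1 (0.36), C1QTNF3 (0.34), the scaffold protein IQGAP1 (0.31), SPAG1 (0.30), RIBC1 (0.28) and UPF1, a factor of nonsense-mediated decay (0.28), were higher as well. The largest fall was in TM7SF2 (standard error 0.21, unadjusted p = 0.0251 from limma), followed by ATAD2 (-0.42), RGP1 (-0.40), ZCCHC8 (-0.38), SNX10 (-0.38), GCHFR (-0.35) and PGAP1 (-0.33). The calls of AGPS and TM7SF2 were lost without replicate 3 (0.41 and -0.38) and without replicate 4 (0.34 and -0.57). Most calls were as fragile. Among all genes named in the text, 17 lost their call without replicate 3 and 18 without replicate 4. When the RNAs were not paired by array, 16 did. With the mean of all probes of a gene, the calls of TM7SF2 (-0.28), ATAD2 (-0.25), SNX10 (-0.14), C1QTNF3 (0.10) and UPF1 (0.16) were lost. DNAJC16, TMEM185A and the histone methyltransferase SETDB1 each had -0.30. The smallest adjusted p of any probe was 1.00. Of the 80 genes, 36 were above background on all 4 arrays.
These 17 genes were chosen with the same sign on all 4 arrays, so exchanging the channels of array A brings each value nearer to 0. None then passed the criterion, while 108 other genes were higher and 307 lower. With a dye term added, SUSD1 (0.33), TM7SF2 (-0.47), ATAD2 (-0.37) and PGAP1 (-0.31) passed. Under the exchange the difference between the dyes (red over green) was 0.45 for AGPS and -0.60 for TM7SF2, near their values as headed. It was -0.01 for ATAD2 and 0.01 for PGAP1. Over all genes that difference had r = 0.759 with the values as headed, with which it shares arrays. The genes passing both ways were 7, namely APOD, FOS, HELLS, IL33, SLC38A7, UBE2C and UEVLD, each in the same direction.
The numbers higher and lower were 36 and 41 with background subtraction, 34 and 33 without normalization between arrays, and 2 and 17 without background correction. They were 4 and 6 among detected probes only, and 73 and 238, 727 and 741, 13 and 14, and 13 and 17 without replicates 1, 2, 3 and 4 in turn.

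**Figure D2:**
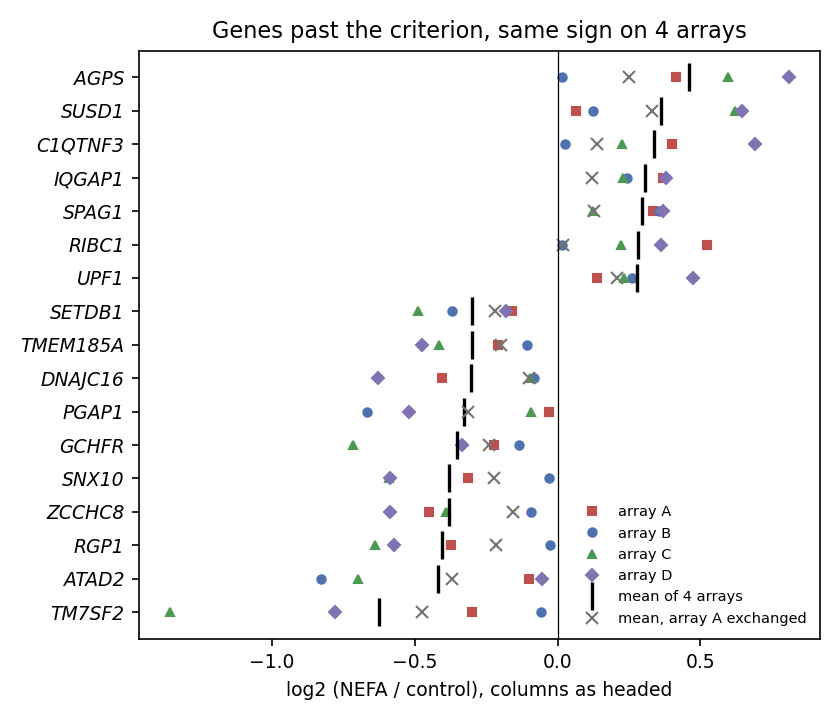
Log2 ratio of NEFA to control of the 17 genes on each array (symbols), with the mean of the 4 arrays (black bar) and the mean with the channels of array A exchanged (cross). The genes were chosen for the same sign on all 4 arrays, which by itself places each cross nearer to 0 than its bar.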

With the verification of the database, 1,013 probes were annotated as differentially expressed genes and 438 of them were significantly upregulated in NEFA exposed GCs compared to the non-NEFA group, and 575 were downregulated.

**Fig. 1:**
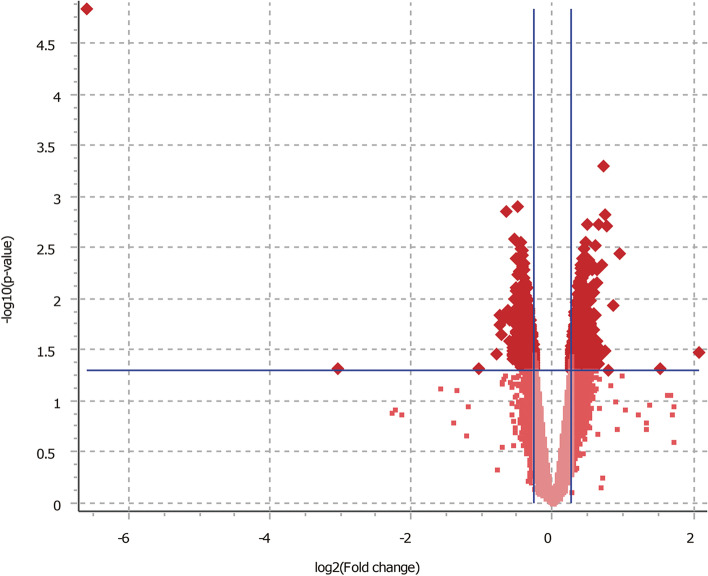
Volcano plot visualizing the statistical difference of the DEGs. The horizontal axis represents the *p*-value of detected transcripts, and the horizontal blue line at –log10 (P-value) of 1.3 is the threshold of 0.05. The vertical axis represents the fold-change (FC) of detected transcripts and the vertical blue lines are the cut-off criterion of 1.2. Each data point represents a gene or a variant of a gene. The upregulated and downregulated genes in the NEFAs treated group are illustrated as the dark red spots upper right and upper left, respectively

### RT-qPCR

The other four granulosa cell replicates collected were used for SYBR green-based qRT-PCR to validate the expression level of six DEGs identified by microarrays. We observed a significant correlation between the qRT-PCR results and the microarray data for the six DEGs. The expression of Mitogen-Activated Protein Kinase Kinase Kinase 8 (*MAP3K8)*, Toll Like Receptor 6 (*TLR6)*, Interleukin 33 (*IL33)*, and Glyceraldehyde-3-Phosphate Dehydrogenase (*GAPDH)* had similar trends, and *TLR6* and *GAPDH* were significantly expressed by both methods (P<0.05), confirming the reliability of the microarray analysis (Fig. 2).

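On the arrays, IL33, a cytokine of the interleukin-1 family, fell by 0.57 on the log2 scale in GCs with NEFAs (standard error 0.21, unadjusted p = 0.0337 from limma). AGPS rose, as given for the largest changes, but the paper does not name it among the genes whose RT-qPCR had the direction of the arrays. MAP3K8, a kinase of Toll-like receptor signaling, had a log2 fold change of 0.40 (standard error 0.22, unadjusted p = 0.118 from limma). AGO1, an argonaute of RNA silencing, had 0.30 (standard error 0.19, unadjusted p = 0.161 from limma). The glycolytic enzyme GAPDH had -0.13 (standard error 0.09, unadjusted p = 0.194 from limma). The GAPDH probe was not above background on any array, so its value cannot be set against the RT-qPCR. TLR6 has no probe named for it in the array annotation at hand.
When the channels of array A were exchanged, IL33 fell by 0.69 (standard error 0.15, unadjusted p = 0.00296 from limma), while AGPS had 0.25, MAP3K8 0.20, AGO1 0.13 and GAPDH -0.02, none of which passed. With the columns as headed, the call of IL33 was lost without replicates 2 (-0.50), 3 (-0.40) and 4 (-0.56), and when the RNAs were not paired by array.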

**Fig. 2:**
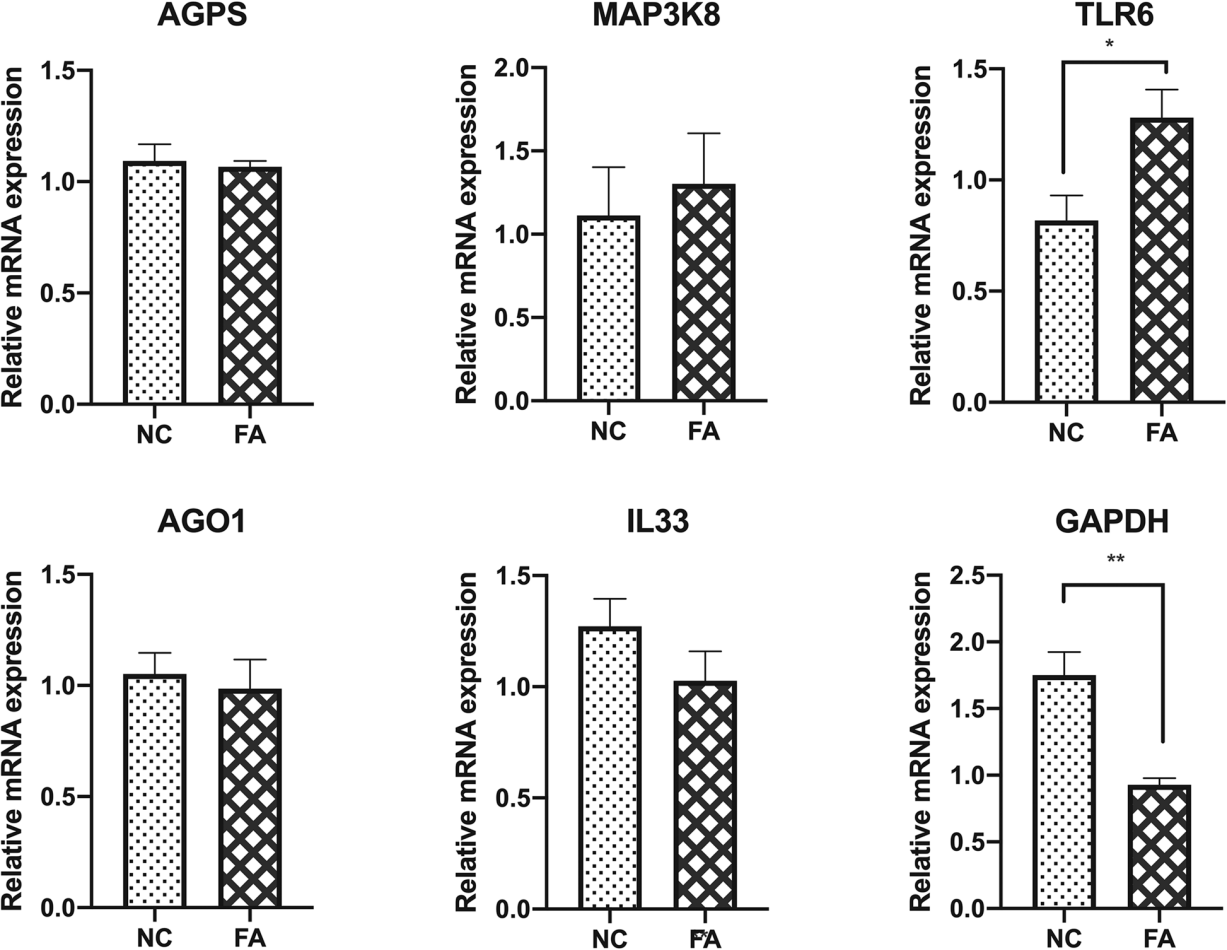
The abundance of different transcripts from genes affected by the elevated level of NEFAs (upregulated: AGPS, MAP3K8, and TLR6 and downregulated: AGO1, IL33, and GAPDH) was analyzed by real-time RT-qPCR. The RT-qPCR results showed that MAP3K8, TLR6, AGO1, IL33, and GAPDH had the same direction as in the microarray data, and two of them (TLR6 and GAPDH) showed significant differences relative to the respective controls. * represents p-value < 0.05, ** represents p-value < 0.01. GC samples were analyzed after IVM under the high level of NEFAs throughout the IVM culture or control treatment. NC is the control group, and FA is the group exposed to the elevated level of NEFAs. AGPS: Alkylglycerone Phosphate Synthase; MAP3K8: Mitogen-Activated Protein Kinase Kinase Kinase 8; TLR6: Toll Like Receptor 6; AGO1: Argonaute RISC Component 1; IL33: Interleukin 33; GAPDH: Glyceraldehyde-3-Phosphate Dehydrogenase

The expression of genes related to progesterone and estradiol production was also investigated. There was no significant change in the expression of Steroidogenic Acute Regulatory Protein [11], Hydroxy-Delta-5-Steroid Dehydrogenase, 3 Beta- And Steroid Delta-Isomerase 1 (*HSD3B1)*, and Cytochrome P450 Family 19 Subfamily A Member 3 (*CYP19A3*) in response to exposure to excessive NEFAs, and only the abundance of Cytochrome P450 Family 11 Subfamily A Member 1 (*CYP11A1)* was increased (Fig. 3) (P<0.05).

**Fig. 3:**
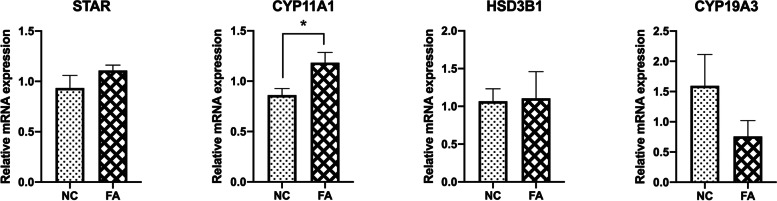
Expression of genes related to steroidogenesis. GCs were cultured for 7 days to form a monolayer. On day 8, a monolayer of GCs was cocultured with COCs either with or without the supplementation with the high level of NEFAs during in vitro maturation. The transcript abundance of different genes related to estradiol and progesterone was determined after IVM. The expressions of STAR, HSD3B1, and CYP19A3 was not affected by the high level of NEFAs. NC is the control group, and FA is the group exposed to the elevated level of NEFA. STAR: Steroidogenic Acute Regulatory Protein; CYP11A1: Cytochrome P450 Family 11 Subfamily A Member 1; HSD3B1: Hydroxy-Delta-5-Steroid Dehydrogenase, 3 Beta- And Steroid Delta-Isomerase 1; CYP19A3: Cytochrome P450 Family 19 Subfamily A 3

### Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways

To further explore the biological functions associated with the differentially expressed genes, GO annotations were applied. With the annotation of DAVID, 827 IDs were recognized and categorized into 35 biological processes, 18 cellular components, and 15 molecular functions (Fig. 4)(Supplemental Table S1). 

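Among 50 measured genes of cell cycle and proliferation, 38 had log2 ratios below 0 with NEFAs and the median was -0.11. UBE2C, which tags mitotic proteins for degradation, fell by 0.52 (standard error 0.20, unadjusted p = 0.0434 from limma) and was the only member past the criterion, which it missed without replicates 2 (-0.49), 3 (-0.35) and 4 (-0.46). CENPA, the histone of centromeres (-0.24), the DNA polymerase subunit POLD2 (-0.19) and CDK6 (-0.23) had unadjusted p under 0.05 without reaching 1.2-fold. As a group the list was lower than other genes (limma camera, adjusted p = 0.0179), with an adjusted p = 0.988 with an estimated correlation, and 0 members passed when adjusted over the list alone. That group call was also lost without replicate 2 (limma camera, adjusted p = 0.704) and without replicate 3 (adjusted p = 0.385).
Under the exchange of array A, 13 members were lower and 0 higher, among them TOP2A (-0.90), TPX2 (-0.73) and KIF23 (-0.67), all at work in mitosis. The list then had an adjusted p = 2.1e-08 from camera and 0.480, also an adjusted p, with an estimated correlation, and 8 members passed when adjusted over the list alone. Of 7 measured smooth muscle markers, CNN1 was higher under that reading (0.34, and adjusted p = 0.0464 for the list, 0.657 with an estimated correlation), and that list call was lost with a dye term (limma camera, adjusted p = 0.0554), without replicate 1 (0.323) and without replicate 3 (0.132).
Of the measured genes of Table S1, 0 of 13 in positive regulation of transcription and 0 of 8 in cell proliferation passed the criterion with the columns as headed, and in negative regulation of cell growth 1 of 6 was lower. Over the whole table 4 of 284 were higher and 6 lower, and with array A exchanged 5 were higher and 13 lower. The study chose these terms on the same samples, so their members are not independent evidence of a direction.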

In terms of percentage of associated genes (one of the enrichment factors), the top significantly enriched biological processes were transcription-related regulation, cellular processes including cell proliferation, growth and cell cycle, as well as localization, catabolism, and protein modification. 

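None of 31 measured genes of oxidative stress defence passed the criterion with the columns as headed. Those with the smallest p were GPX3, a secreted glutathione peroxidase (log2 fold change -0.28), GSR, the glutathione reductase (0.29), GSTA4, a glutathione transferase (-0.31), and the thioredoxin reductase TXNRD2 (-0.15). With the channels of array A exchanged, GPX3 (0.06) and GSR (-0.05) changed sign, and GSTA4 and TXNRD2 did not. In 30 measured genes of apoptosis 0 passed, with values of 0.23 for the ceramidase ACER2, 0.13 for BAX, -0.16 for the nuclease DFFB and 0.18 for BAD. Neither list differed from other genes (limma camera, adjusted p = 0.974 and 0.719), and 0 members passed when adjusted over the list alone. All 7 genes of the term cell redox homeostasis in Table S1 were measured and 0 passed, but the study chose that term on these samples.
With array A exchanged, catalase (CAT, 0.77) and the mitochondrial superoxide dismutase SOD2 (0.73) were higher. GSTA4 (-0.48), PRDX4 (-0.33) and GCLM (-0.37) were lower, while 0 genes of apoptosis passed. With a dye term as well, 1 gene of apoptosis was higher. Under the exchange DFFB (0.02) and BAD (-0.06) changed sign, and ACER2 and BAX did not.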

Interestingly, cell redox hemostasis and apoptosis were also biological processes affected by the high level of NEFAs. 

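In 26 measured genes of integrin signalling, 20 had log2 ratios below 0 with NEFAs and 0 passed the criterion. The SRC-family kinases FYN and SRC had -0.30 and -0.16, the integrin subunit ITGB1 had 0.18 and ITGA5 had -0.23. Of 25 measured proteasome subunits, which degrade proteins tagged by ubiquitin ligases, 0 passed, with -0.25 for PSME1, -0.29 for PSMC3, 0.26 for PSMD11 and -0.20 for PSMB4. The adjusted p from limma camera was 0.304 for the integrin list and 0.688 for the proteasome, and 0 members of either passed when adjusted over the list alone. Among the terms of Table S1, which the study chose on these samples, 0 of 5 measured genes of the SCF ubiquitin ligase complex and 0 of 2 of the integrin alpha2-beta1 complex passed. With the channels of array A exchanged, ITGA8 (0.47) was higher and the laminin subunit LAMA2 (-0.34) lower in the integrin list, and PSMD3 (0.45) was higher in the proteasome list. Of the members given above, PSMC3 (0.06) and ITGB1 (-0.02) then changed sign, and the rest did not.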

In the category cellular components, genes were clustered into terms related to integrin complex, ubiquitin ligase complex, and intracellular structures. The dominant molecular functions were binding of zinc, chromatin and lipid, and transcription regulation.

**Fig. 4:**
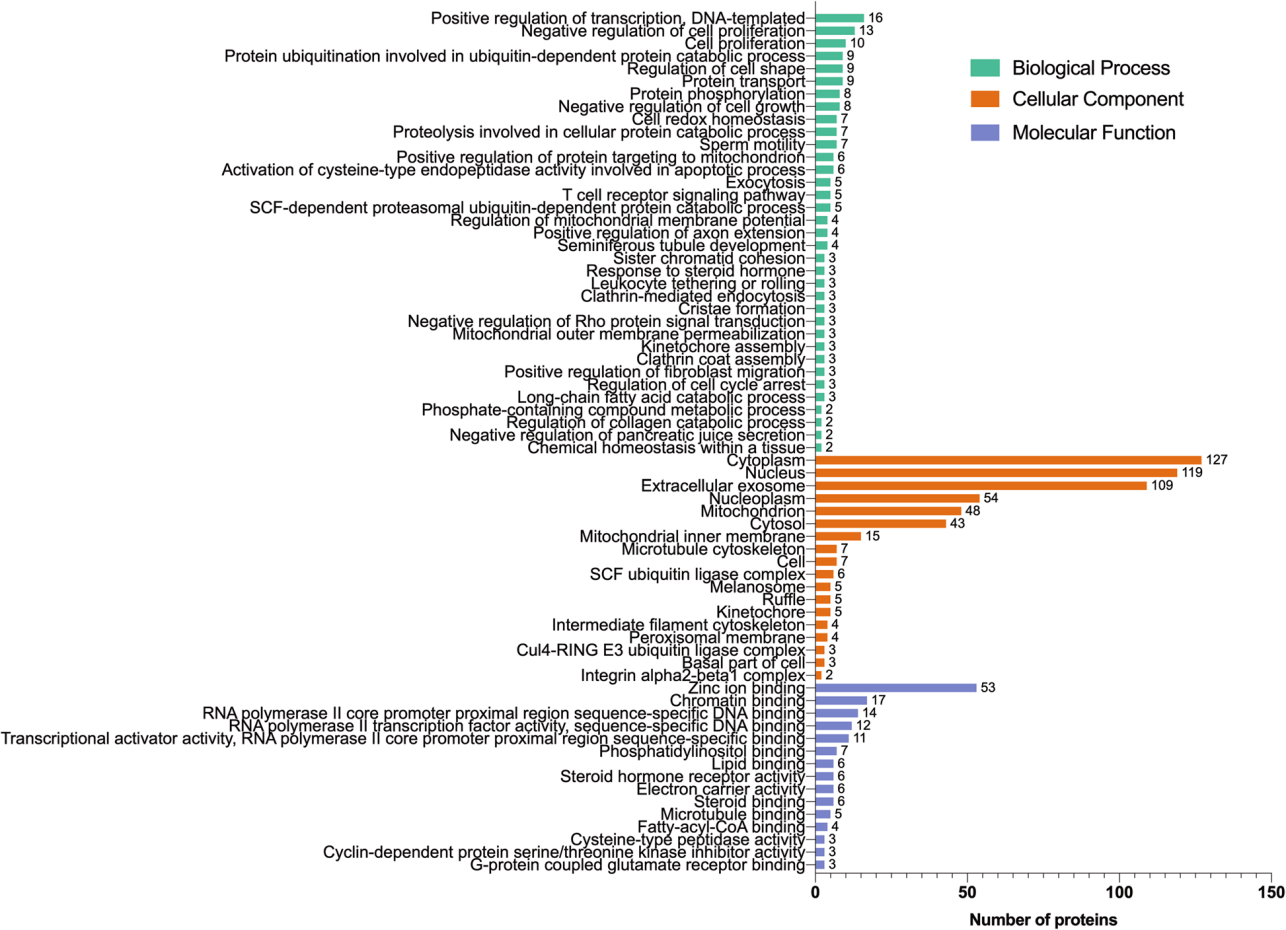
Gene ontology (GO) analysis was performed using DEGs between cocultured granulosa cells supplemented or not with NEFAs. The 2D bar graph contains biological process (green), cellular component (orange) and molecular function (purple) categories. The vertical axis shows terms of GO categories, and the horizontal axis shows the number of DEGs

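None of 39 measured genes of TGF-beta signalling passed the criterion with the columns as headed, 15 of them above 0 and 24 below. The signal transducers SMAD4 and SMAD1 each had a log2 fold change of -0.36 (standard errors 0.18 and 0.21), the coactivator EP300 had 0.39 and the inhibitory SMAD6 had -0.19. With array A exchanged, SMAD1 turned to 0.07, and SMAD4 had -0.24, EP300 0.01 and SMAD6 -0.07. The list did not differ from other genes (limma camera, adjusted p = 0.974), and 0 members passed when adjusted over the list alone. When the channels of array A were exchanged, the ligand TGFB3 (0.49) was higher and ID2 (-0.46), SMAD2 (-0.37) and ZFYVE16 (-0.32) were lower, with an adjusted p = 0.577 from limma camera for the list.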

The KEGG analysis showed that differentially expressed genes were markedly enriched for [1] metabolism, including carbohydrate, amino acid, and antibiotics; [2] inflammatory responses, including “Toll-like receptor signaling pathway” and “Rheumatoid arthritis”; [3] signal transduction, including “TGF-beta signaling pathway”, “mTOR signaling pathway” and “Thyroid hormone signaling pathway”; and [4] catabolism, including “Peroxisome” and “Endocytosis” (Fig. 5).

**Fig. 5:**
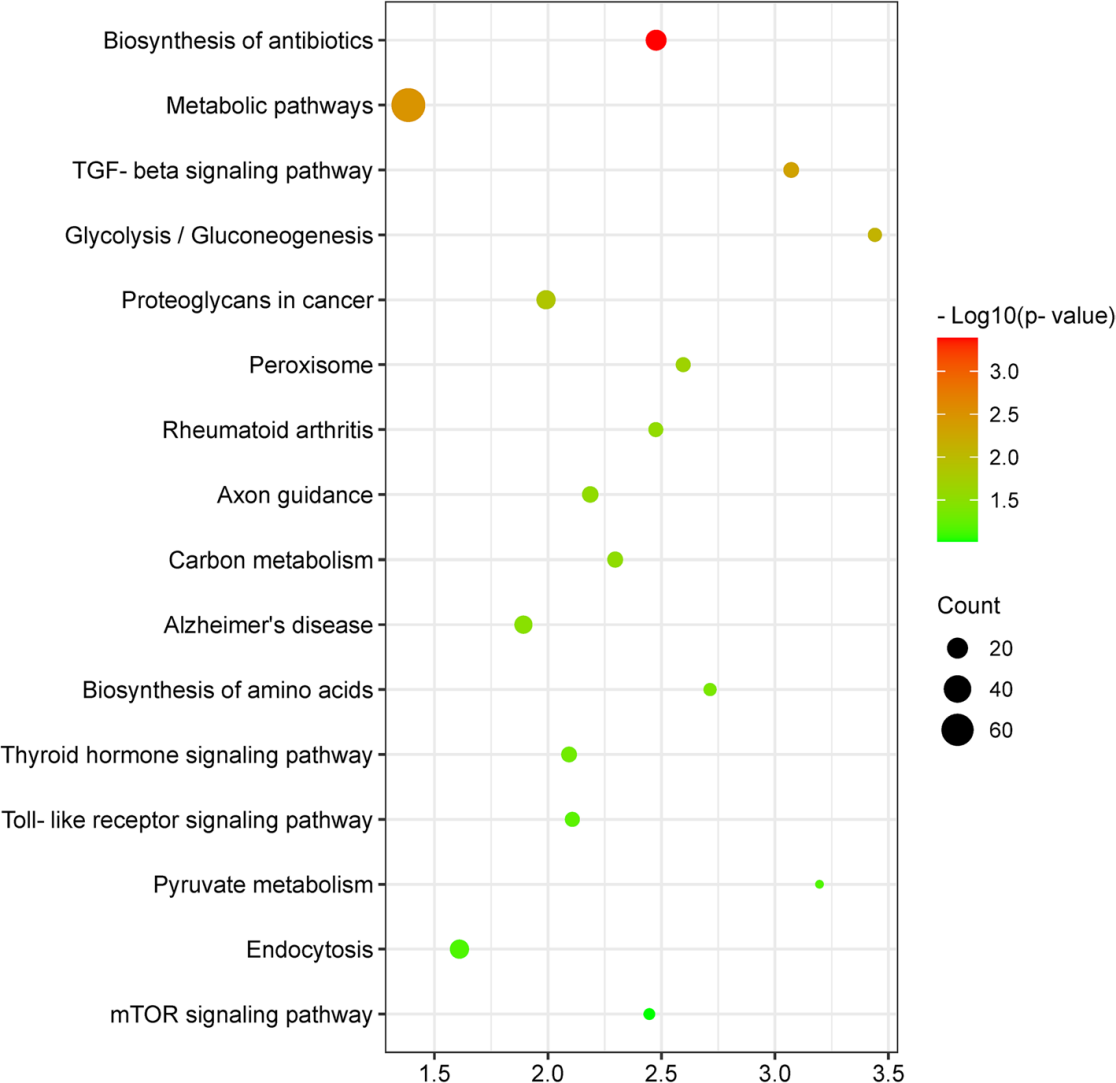
Bubble chart of potential signaling pathways generated by KEGG. Pathway analysis was performed to associate the unique DEGs with pathways using the KEGG database. The size and color of each bubble represent the number of DEGs in the pathway and the *P*-value, respectively. Fold enrichment was calculated as the ratio of genes (the number of genes from the dataset enriched in the pathway in question divided by all the genes from the dataset) divided by the ratio of background (the number of annotated genes from the background enriched in the pathway in question divided by all annotated genes from background)

### IPA canonical pathway, tox list, and upstream regulators

Ingenuity Pathway Analysis with human, mouse, and rat data only recognized 876 probes, including 374 up-regulated and 502 down-regulated (Supplemental Table S2). 

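Table S2 could be set beside the arrays for 600 genes, of which 23 passed the criterion with the columns as headed, each with the sign of the table. Across these genes the log2 fold changes of the table and of the arrays had a Pearson r = 0.587 and a Spearman rho = 0.564, with genes not independent replicates. The sign was the same for 82.4% of the 340 genes that have a single probe. APOD, a lipid-binding lipoprotein, fell by 0.39 and by 0.47 in the paper's table, and FOS, a subunit of the transcription factor AP-1, rose by 0.45 and by 0.51 in the table. The table was also used to choose the direction of the ratios, so the shared signs are not independent evidence of that direction. Under the exchange of array A, r was 0.360 and 66.0% of signs were the same.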

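None of 37 measured genes of clathrin-mediated endocytosis and the lysosome passed the criterion with the columns as headed. The proton pump subunit ATP6V0A2 had a log2 fold change of 0.32, the dynamin DNM1 -0.23, the sterol carrier NPC2 -0.23 and the clathrin light chain CLTA -0.26. In 26 measured genes of EGF receptor signalling, FOS was higher and 0 were lower, with -0.39 for the kinase subunit CSNK2A2, -0.23 for the ligand TGFA and 0.54 for the phospholipase PLCG1. The adjusted p from limma camera was 0.974 and 0.688, and 0 members passed when adjusted over the list alone. FOS and PLCG1 were not above background on all arrays, and PLCG1 rests on arrays that lie apart, with -0.88 on array B and 0.85 to 1.11 on the others. Table S2 gives PLCG1 the opposite sign (-0.37). Under the exchange of array A, ATP6V0A2 (-0.09) and PLCG1 (-0.02) changed sign. DNM1 (-0.06), CLTA (-0.26), CSNK2A2 (-0.05) and TGFA (-0.02) kept theirs.
The pathways of Table S3 hold 139 measured genes, of which 2 were higher and 6 lower. In the pathway named for clathrin-mediated endocytosis 1 of 17 was lower, in phospholipase C signaling 0 of 17 passed, and in glucocorticoid receptor signaling 1 of 15 was higher and 1 lower. The study chose these pathways on the same samples, so the counts are not independent evidence. With array A exchanged, the counts over all pathways were 3 higher and 7 lower, and LIPA, a lysosomal lipase, was higher (0.44) and NPC2 (-0.32) and SH3KBP1 (-0.33) lower in the endocytosis list.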

The pathways most affected by the NEFA treatment (pathways which had low *p*-values) were “Clathrin-mediated endocytosis signaling”, “phospholipase C signaling”, “glucocorticoid receptor signaling”, “semaphoring signaling in neurons”, “estrogen-dependent breast cancer signaling”, “HOTAIR regulatory pathway”, “regulation of eIF4 and p70S6K signaling”, “EGF signaling”, “Huntington’s disease signaling”, and “Insulin secretion signaling pathway” (Fig. 6) (Supplemental Table S3). These highly significant pathways are related to endocytosis, signaling transduction, and metabolism, in agreement with the results from the KEGG database analysis. 

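None of 27 measured genes of mitochondrial dynamics and biogenesis passed the criterion with the columns as headed. The protease OMA1 of the inner membrane had a log2 fold change of 0.25, the matrix protease subunit CLPP -0.19, RHOT2, which ties mitochondria to microtubules, 0.19, and the outer membrane channel VDAC1 -0.21. The list did not differ from other genes (limma camera, adjusted p = 0.974), and 0 members passed when adjusted over the list alone. The terms of Table S4 hold 48 measured genes, of which 1 was higher and 2 lower, and the study chose these terms on the same samples. In its term for cardiac cell death, APOD and IL33 were the 2 of 14 genes that were lower. Of its terms for decreased mitochondrial respiration and membrane potential, 0 of 2 and 0 of 7 genes passed. With the channels of array A exchanged, CHCHD3, a protein of mitochondrial cristae, was lower (-0.27) in the mitochondrial list, and 1 gene of Table S4 was higher and 5 lower.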

Besides, differentially expressed genes affected by excessive NEFA exposure were enriched in the tox lists related to “cell death” and “mitochondrial dysfunction” including “decreases respiration of mitochondria” and “decreases transmembrane potential of mitochondria and mitochondrial membrane” (Fig. 7) (Supplemental Table S4). 

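Among the measured targets that Table S5 lists for ERBB2, a receptor tyrosine kinase, 2 of 42 were higher and 1 lower with NEFAs. For trichostatin A, an inhibitor of histone deacetylases, 1 of 46 targets was higher and 2 lower, and the same counts held for the 46 measured targets of beta-estradiol in a list that is incomplete in the copy of the table at hand. ERBB2 itself had a log2 fold change of 0.11 (standard error 0.09, unadjusted p = 0.266 from limma), and was not above background on any array. The whole table lists 424 measured genes, of which 4 were higher and 13 lower. The study chose these targets on the same samples, so the counts are not independent evidence of a direction. When the channels of array A were exchanged, 5 of the 424 genes were higher and 26 lower, and ERBB2 had 0.12.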

The most significant upstream regulators identified were beta-estradiol, erb-B2 receptor tyrosine kinase 2 (ERBB2), trichostatin A, tumor protein P53 (TP53), and dexamethasone (Supplemental Table S5) Fig. 8.

**Fig. 6:**
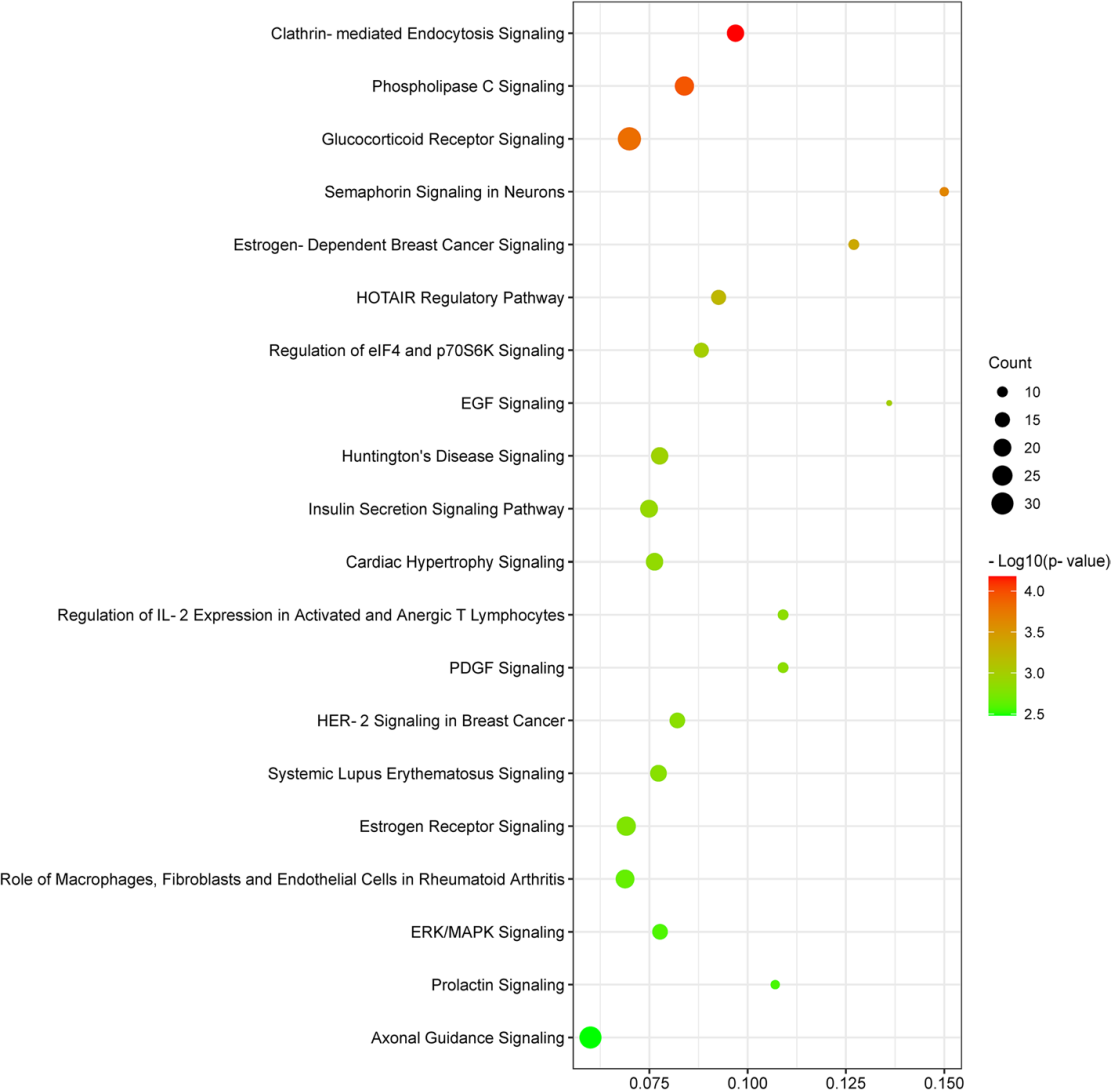
Bubble chart of the top 20 canonical pathways generated by IPA analysis. The size and color of each bubble represent the number of DEGs in each pathway and the *P*-value, respectively. The ratio was calculated as the number of genes from our dataset that overlap with the canonical pathway in question divided by the total number of genes that are represented in that canonical pathway

**Fig. 7:**
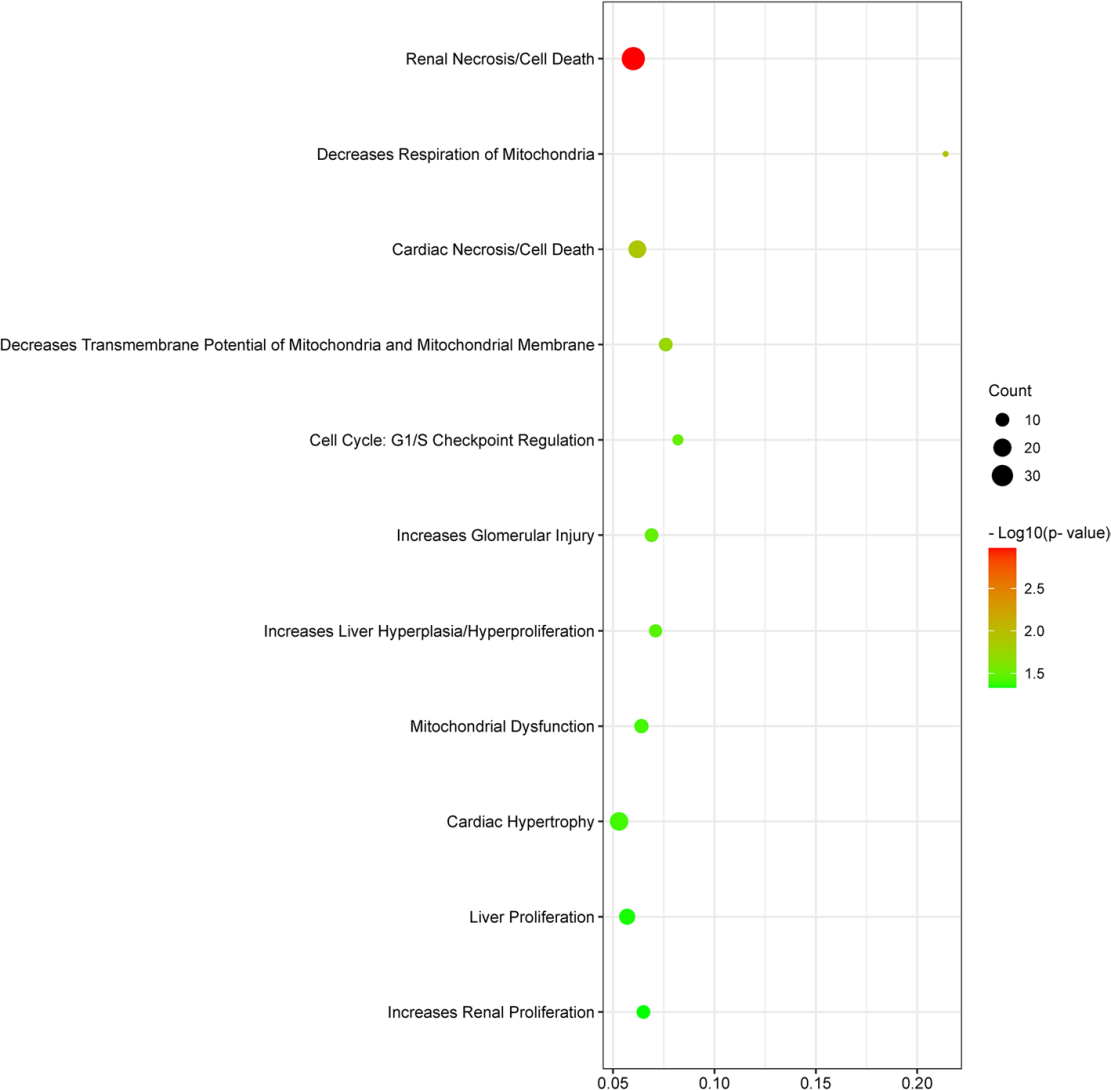
Bubble chart of tox lists affected by the high level of NEFAs with a p-value less than 0.05, which was generated by IPA analysis. The size and color of each bubble represent the number of DEGs in each pathway and the *P*-value, respectively. The ratio was calculated as the number of genes of our dataset that overlap with the tox list divided by the total number of genes that are represented in that tox list

**Fig. 8:**
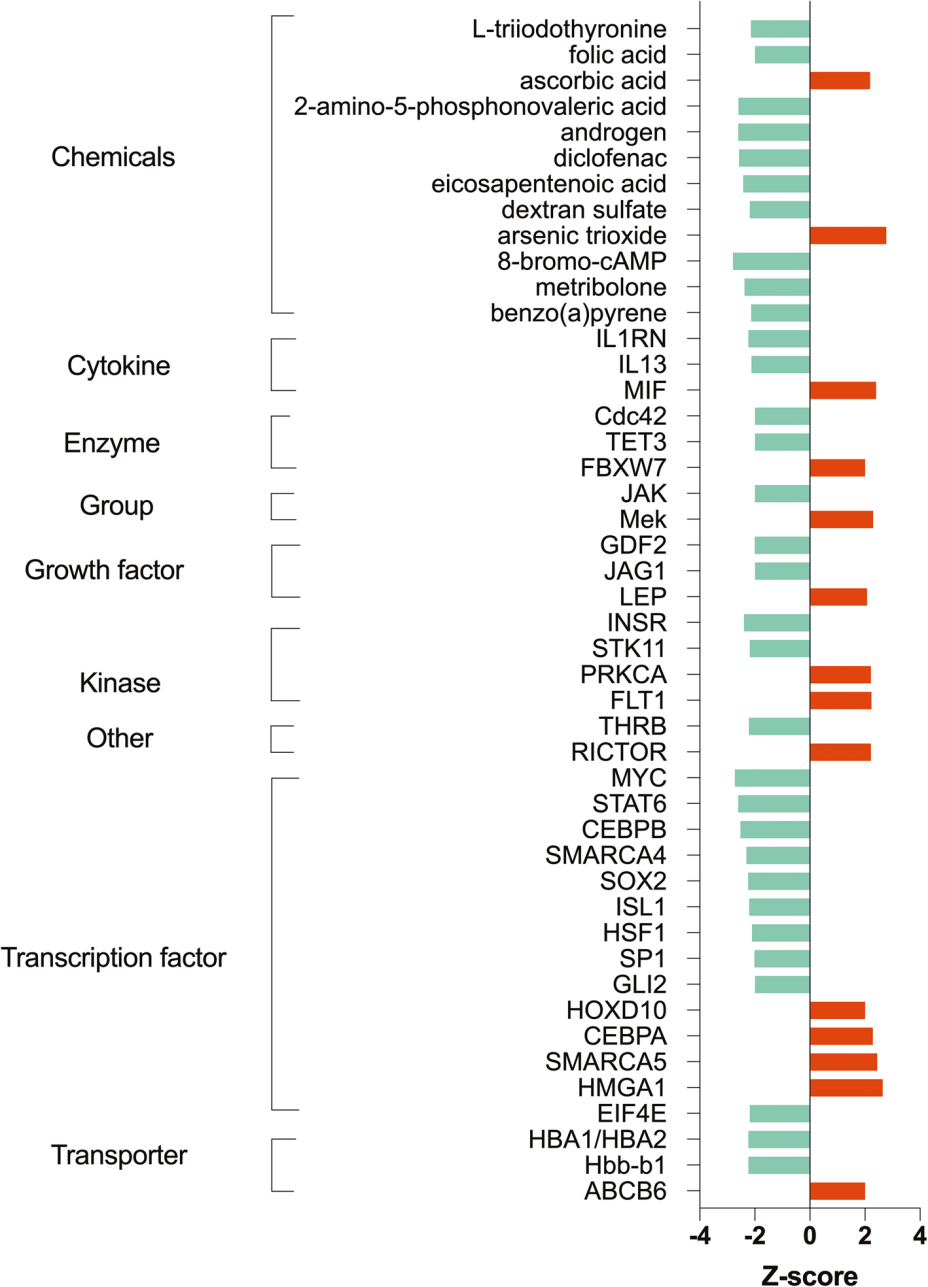
Upstream regulators with predicted activation or inhibition (with an absolute value of Z-sore greater than 2) affected by the high level of NEFAs from IPA analysis. These upstream regulators were categorized into 9 types including chemicals, cytokine, enzyme, group, growth factor, kinase, other, transcription factor, and transporter. The vertical axis shows categories and names of regulators, and the horizontal axis shows the Z-score (red represents activated, green represents inhibited)

## Discussion

Elevated levels of NEFAs are caused by either lipolysis or fat intake; therefore, the concentration of NEFAs varies importantly according to body condition and nutrition. Elevated NEFAs activated ROS-mediated inflammation, apoptosis, mitochondrial dysfunction, and insulin resistance in hepatocytes [12–14]. Moreover, high levels of NEFAs reduced reproductive performance in humans and bovine [1, 15]. High levels of NEFAs also induced apoptosis and impaired cell viability, and steroidogenic capacity in cultured ovarian cells [3–5]. Moreover, cumulus cells were shown to protect oocytes from the stress of excess NEFAs and to allow better blastocysts to be generated [16, 17]. In accordance with this, our previous study found that blastocysts which originated from oocytes exposed to elevated NEFA levels during IVM had impaired mitochondrial functions and increased inflammatory response [7] (unpublished data). Besides, some of the affected pathways in blastocysts from oocytes cocultured with GCs during IVM were associated with reduction of inflammation, indicating that the GCs were protecting the cocultured COCs and especially the oocytes (unpublished data). In this study, the original results provided some explanation on how fatty acids may rapidly impact the functions of GCs and how the cells adapt to their presence by triggering a defense mechanism.

### Inhibited luteinization of cocultured GCs under elevated NEFAs levels

Granulosa cells are one of the epithelial cell types that display polarity, cellular adhesion, and cell-cell junctions. Following the LH surge, GCs lose their epithelial nature and undergo an epithelial-mesenchymal transition (EMT) known as “luteinization” [18–20]. Luteinization of GCs can be induced by physiological doses of LH, FSH, or 3’,5’-cAMP *in vitro* [21]. In this study, hepatocyte growth factor (HGF), EGF, and transforming growth factor-beta (TGFβ) signaling pathways were significantly affected by the elevated NEFA level (showed in IPA canonical pathways and KEGG pathways), and these factors are involved in the initiation and regulation of the EMT [20, 22]. Moreover, IPA analysis results suggested that the EMT process was downregulated in GCs exposed to high NEFAs concentration. 

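None of 29 measured genes of epithelial-mesenchymal transition passed the criterion with the columns as headed. S100A4, a marker of mesenchymal cells, had a log2 fold change of -0.25 (standard error 0.10, unadjusted p = 0.0410 from limma), the integrin subunit ITGA5 -0.23, the matrix metalloproteinase MMP9 -0.23 and the transcription factor ZEB1 0.16. The growth factors had values of 0.13 for HGF, -0.09 for EGF and -0.11 for TGFB1. HGF and EGF were not above background on any array, and TGFB1 was not on all arrays. With array A exchanged, HGF had 0.01, EGF -0.01 and TGFB1 0.13, the last with its sign turned. Of 18 measured genes of luteinization and ovulation 0 passed, with -0.23 for the protease ADAMTS1, -0.34 for RGS2, -0.23 for HIF1A and -0.13 for CEBPB. The adjusted p from camera was 0.795 for the transition list and 0.719 for luteinization, and 0 members passed when adjusted over the list alone. Under the exchange of array A, WNT5B (-0.71), CTNNB1 (-0.42) and SMAD2 were lower in the transition list and RGS2 (-0.41) in the luteinization list, and neither list differed from other genes (limma camera, adjusted p = 0.786 and 0.518).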

The MYC proto-oncogene (MYC), specificity protein 1 (SP1), and jagged canonical notch ligand 1 (JAG1) are involved in inducing the EMT [23–25]. 

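The transcript of MYC had a log2 fold change of 0.11 with NEFAs (standard error 0.15, unadjusted p = 0.462 from limma), that of SP1 -0.06 (standard error 0.08, unadjusted p = 0.503) and that of JAG1 0.04 (standard error 0.10, unadjusted p = 0.717). SP1 and JAG1 were not above background on any array. With the channels of array A exchanged the values were 0.12 for MYC, -0.02 for SP1 and 0.00 for JAG1, and none of these genes passed either way. From the predicted lower activity of these regulators in the IPA analysis, the paper proposes that the transition from GCs to luteal cells was possibly inhibited in the presence of COCs and NEFAs.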

Prediction of their down-regulation in this study implies that the EMT from GCs to luteal cells was possibly inhibited *in vitro* in the presence of COCs and NEFAs. A recent study suggested that increased concentrations of oleic acid (OA) may promote the EMT process in bovine GCs [26]. Oleic acid was demonstrated to have protective effects against lipotoxicity in oocytes and early embryos, contrarily to palmitic acid (PA), stearic acid (SA), and probably NEFAs (a combination of PA, SA, and OA)[9, 27, 28]. The promotion of luteinization by OA partly supports our result that the high level of NEFAs inhibited luteinization to some extent. The inhibition of EMT is somewhat similar to what was observed in post-partum dairy cows where high NEFAs were associated with slow follicular growth and decreased differentiation leading to delayed ovulation and infertility [29, 30]. Besides, elevated levels of NEFAs affected follicle development and inhibited ovulation in bovine [31]. In humans, extreme obesity is associated with amenorrhea and polycystic ovary syndrome, and both conditions can lead to impairment of the final differentiation of the follicle prior to ovulation [32, 33]. Moreover, the coculture of COCs may also interfere with the EMT transition of GCs because the maintenance of efficient bidirectional interaction between granulosa cells and COCs can reduce apoptosis in GCs [34].

Moreover, elevated NEFA levels were also reported to decrease progesterone production in bovine thecal cells, and inhibit testosterone production in mouse Leydig cells [35, 36]. These results can be explained by the inhibitory effect of NEFAs on the hydroxylation of cholesterol [36]. Besides, increased OA concentrations decreased the production of estradiol in bovine GCs [26]. In the present study, the expression of *HSD3B1*, which is involved in the conversion from pregnenolone to progesterone, was not affected by the elevated level of NEFAs, suggesting that progesterone production was not increased. The protein STAR is responsible for the transportation of cholesterol, the substrate for steroidogenesis; and *CYP11A1* encodes P450scc, which catalyzes the formation of pregnenolone, the precursor for both progesterone and estradiol [37]. In the pig genome, there are three paralogs (CYP19A1, CYP19A2, and CYP19A3) of the aromatase-encoding gene CYP19A, the key gene of estradiol production, and CYP19A3 is highly expressed in the ovary [38, 39]. The maintained and increased levels of these two genes indicate that cocultured GCs can maintain estradiol production which keeps the follicle in development, and that luteinization of cocultured GCs was not stimulated under the physiologically elevated NEFA levels used here. The contradictory results may be explained by the counteracting effects of OA against PA, SA, and NEFAs. Whether higher NEFA levels (either one saturated fatty acids or mixed fatty acids) would inhibit progesterone production or accelerate luteinization in pig GCs needs to be explored.

### Apoptosis and Inflammation

When cells are in the presence of an excess of NEFAs, these NEFAs are stored as lipid droplets, or they enter mitochondria to be β-oxidated to produce ATP. However, elevated NEFAs remaining in the cytosol may undergo lipid peroxidation, generating ROS and depleting protective glutathione levels [40]. 

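Of 28 measured peroxisome genes, AGPS was higher and 0 were lower, while PEX14, a protein of peroxisomal import, had a log2 fold change of -0.24, the racemase AMACR -0.22 and NUDT12 0.21. Among 29 measured genes of glycolysis, gluconeogenesis and pyruvate metabolism, FBP1, an enzyme of gluconeogenesis, fell by 0.30 (standard error 0.11, unadjusted p = 0.0316 from limma). Its probe was not above background on any array, and the call was lost without replicates 3 (-0.32) and 4 (-0.18). The lactate dehydrogenase LDHA had -0.35, malic enzyme ME1 -0.29, PDK3 -0.20 and GLO1 0.40. None of 25 measured genes of fatty acid beta-oxidation passed, with values of -0.18 for ECHS1, -0.13 for HADH and 0.23 for ACAA2, which each catalyze a step of the cycle. The adjusted p from camera was 0.944 for peroxisomes and 0.974 for both other lists, and 0 members of any passed when adjusted over the list alone.
With array A exchanged, the carrier SLC25A20 (0.60), ACADVL (0.54) and HADHA (0.49) of beta-oxidation and catalase of the peroxisome were higher, and LDHA (-0.49), ME1 (-0.33) and the peroxisomal SCP2 (-0.37) were lower. The 3 lists then had an adjusted p of 0.185, 0.518 and 0.782 for beta-oxidation, peroxisome and glycolysis.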

The regulation of peroxisome, glycolysis/gluconeogenesis, and pyruvate metabolism highlighted in this study indicates that the original balance between β-oxidation and glycolysis in GCs was disrupted by the elevated NEFAs. Besides, the affected cell redox hemostasis suggests an increase in ROS production. In hepatocytes, NEFAs can activate oxidative stress-mediated NF-κB signaling to induce an inflammatory response [13]. In our previous study, exposure to elevated NEFAs level during *IVM* resulted in blastocysts with increased inflammation, apoptosis, and mitochondrial dysfunction associated with ROS production [7]. In line with this fact, endocytosis, rheumatoid arthritis, and toll-like receptor signaling pathways were significantly affected in GCs in the present study. Besides, NEFAs induced apoptosis and inhibited the proliferation of bovine and porcine GCs [5, 41], and directly caused ER stress and increased the intracellular Ca^2+^ level in oocytes [40]. The most significantly affected upstream regulators in this study, ERBB2 and TP53, indicated that elevated NEFAs induced inflammation and apoptosis in GCs similar to what we observed in blastocysts obtained from NEFA-exposed oocytes (unpublished data). Cells can adapt to the increased lipid stress to survive, but prolonged stress initiates inflammation and apoptosis [42]. This study showed that NEFAs induced inflammation and apoptosis in cocultured GCs.

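Of 61 measured genes of inflammation and Toll-like receptor signalling, 1 was higher and 2 were lower in GCs with NEFAs, with the columns as headed. NFKB1, a subunit of the transcription factor NF-kB, fell by 0.31 (standard error 0.11, unadjusted p = 0.0357 from limma), IL33 was lower and FOS was higher. The call of NFKB1 was lost without replicates 1 (-0.27), 3 (-0.23) and 4 (-0.30), and that of FOS without replicates 2 (0.41), 3 (0.50) and 4 (0.26). The chemokine receptor CCR1 had a log2 fold change of 0.56 (standard error 0.26, unadjusted p = 0.0742 from limma). The list as a whole had an adjusted p = 0.0810 from limma camera toward higher values, and 0 members passed when adjusted over the list alone. Among detected probes only its adjusted p from limma camera was 0.0160, and without replicate 1 it was 0.0363. With an estimated correlation and all probes it was 0.988.
With the channels of array A exchanged, CD86 (0.47), NFKB2 (0.44), the chemokine CCL2 (0.39) and FOS were higher and IL33 and IL18 (-0.41) lower. The list then had an adjusted p = 0.105 from limma camera. With a dye term as well, 8 members were higher and 2 lower.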

### Impaired mitochondrial function

The mitochondrion is the principal organelle that produces ATP, and its well-organized functioning guarantees the efficiency of cellular processes. The increased ROS content due to the β-oxidation of excess fatty acids may cause mitochondrial dysfunction. A balance of pyruvate and fatty acid oxidation is required in healthy mammalian oocyte mitochondria to maintain a low level of ROS production [42]. Besides, the disrupted balance mentioned above was induced by the high level of NEFAs suggesting increased production of ROS. Excessive palmitic acid induced ROS formation, caspase 3 activated apoptosis, and deterioration of mitochondria, which contributed to the degeneration of the cumulus cell layers [43]. In oocytes, NEFAs can induce oocyte mitochondrial dysfunction with abnormal ATP production and high ROS content [41, 44, 45]. Moreover, our previous studies also demonstrated NEFA induced mitochondrial dysfunction in blastocysts from oocytes exposed to NEFAs [7]. Consistent with the NEFA induced effects, mitochondrial functions and cell redox hemostasis were also affected in this study, suggesting that the oxidation of excessive NEFAs created more ROS and impaired the mitochondrial function in cocultured GCs.

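In 38 measured genes of oxidative phosphorylation, all above background, 32 had log2 ratios below 0 with NEFAs and the median was -0.11, but 0 passed the criterion. Those with the smallest p were NDUFC1 (-0.23), NDUFS1 (-0.19) and NDUFA7 (-0.26), subunits of respiratory complex I, and ATP5G1 (-0.35), a subunit of the ATP synthase. As a group the list was lower than other genes (limma camera, adjusted p = 0.00557), with an adjusted p = 0.988 with an estimated correlation, and 0 members passed when adjusted over the list alone. The group call was lost without normalization between arrays (limma camera, adjusted p = 0.431), with a trend and robust prior (adjusted p = 0.151), without replicate 2 (adjusted p = 0.138) and without replicate 3 (adjusted p = 0.487).
When the channels of array A were exchanged, 7 members were lower and 0 higher, among them NDUFA12 (-0.35), NDUFC2 (-0.34) and UQCRB (-0.31), and 0 of them passed when adjusted over the list alone. The list then had an adjusted p = 2.3e-06 from camera and 0.631, also an adjusted p, with an estimated correlation. Without normalization between arrays its adjusted p was 0.341.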

### GCs protect COCs against exposure to excessive NEFA levels

There is a possible protection mechanism in follicular cells that can desaturate the potentially toxic saturated fatty acids into mono-unsaturated fatty acids [17]. Instead of a lipotoxic impact, unsaturated fatty acids generally have a moderate impact on somatic cells [46]. Lipid storage and the β-oxidation of NEFAs in GCs [40] may be able to partly explain how the GCs protected the cocultured COCs and especially the oocytes. The genes STAT6, MYC, SP1 were affected potential upstream regulators which are involved in inflammation, apoptosis, and ER stress [47, 48]. Downregulation of these regulators implies that the inflammatory and apoptotic responses, which should have been induced by elevated NEFAs, were attenuated to a certain degree in cocultured GCs. 

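None of 30 measured target genes of MYC passed the criterion with the columns as headed, with log2 fold changes of -0.17 for the helicase DDX18, -0.16 for the replication factor MCM4 and 0.23 for POLR3G. In 27 measured genes of ER stress and the unfolded protein response 0 passed, with -0.20 for ERP44 and -0.20 for ATF6, which act in the endoplasmic reticulum, -0.17 for PPP1R15A and -0.23 for the asparagine synthetase ASNS. Table S2 gives ATF6 the opposite sign (0.30), and its probe was not above background on all arrays. The adjusted p from limma camera was 0.688 for both lists, and 0 members passed when adjusted over the list alone. Of the targets of STAT6 in Table S5, which the study chose on these samples, 0 of 19 were higher and 1 was lower, and of those of SP1 1 of 26 was higher and 2 lower. STAT6 has no probe named for it in the annotation. Under the exchange of array A, LDHA and RCL1 (-0.33) were lower among the MYC targets, and 0 genes of ER stress passed. With a dye term as well, 1 gene of ER stress was higher.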

When we compared blastocysts obtained from oocytes exposed to NEFAs alone to blastocysts from oocytes exposed to NEFAs in the presence of GCs, we observed that the co-culture reduced the inflammation reaction. However, the precise factors involved remain unknown and more research is needed.

### Effects of the high levels of NEFAs on different ovarian cell types

When simultaneously exposed to elevated levels of NEFAs either *in vivo* (pathological nutrition status including NEB and obesity) or *in vitro*, the different ovarian cell types respond differently. Commonly, apoptosis is induced by elevated levels of NEFAs in pig, human, bovine, and mouse granulosa cells [4, 49, 50], and apoptosis and inflammation are also increased in blastocysts originated from oocytes exposed to NEFAs [2, 7, 51]. Since granulosa cells and blastocysts go through mitosis, the proliferation of granulosa cells and the cell number of blastocysts are also affected by high levels of NEFAs [35, 41, 51, 52]. Lipid content is increased in granulosa cells, cumulus cells, and oocytes [16, 41, 44, 53, 54], and mitochondrial dysfunctions are induced in granulosa cells, cumulus cells, oocytes, and blastocysts [42–44, 55, 56]. The cellular metabolism of granulosa cells and blastocysts originated from oocytes exposed to NEFAs is also changed because fatty acids can be oxidized and produce ATP [2, 7, 51]. The more specific responses to elevated levels of NEFAs are more dependent on the type of cells, including the development ability of oocytes and blastocysts (maturation, fertilization, and development), the steroidogenesis activity of granulosa cells and theca cells, and the epithelial-mesenchymal transition of granulosa cells to luteal cells [2, 5, 7, 9, 27, 28, 35, 52, 57, 58].

## Conclusions

The model for the mechanisms of the effects of high levels of NEFAs on GCs and how the GCs protect COCs is shown in Fig. 9. High levels of NEFAs in the IVM medium may inhibit the luteinization of porcine GCs cocultured with COCs, potentially explaining some delayed ovulation problems in other species. Besides, elevated NEFA levels increased the ROS-mediated inflammatory response in GCs, but this reaction may protect oocytes and explain the protective effect of GCs during IVM as described before.

**Fig. 9:**
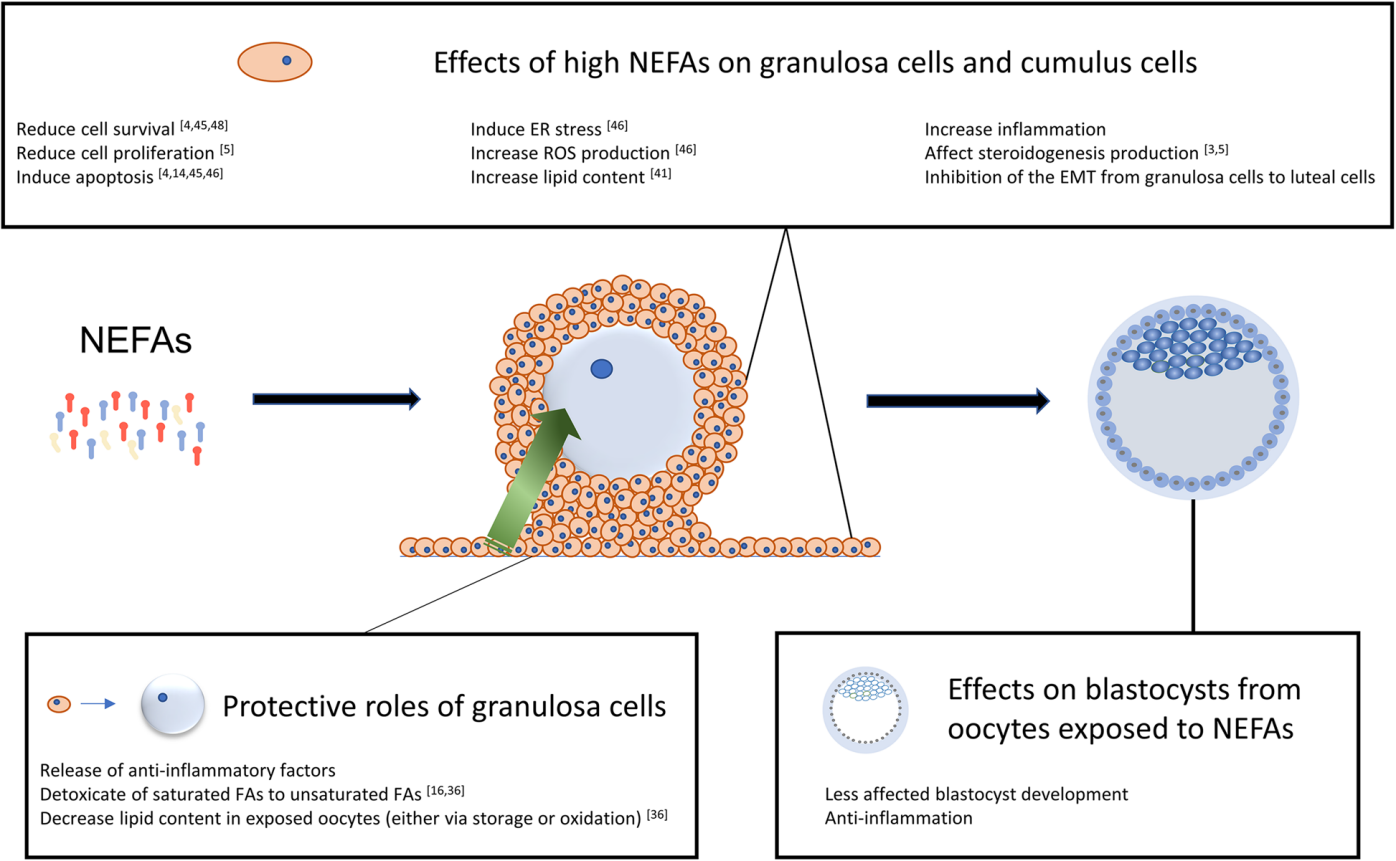
The response of GCs to high levels of NEFAs and how GCs protect COCs exposed to high levels of NEFAs. The cell survival, proliferation, and steroidogenesis of granulosa cells are affected by exposure to high levels of NEFAs. Apoptosis, ER stress, inflammation, and lipid accumulation in granulosa cells are increased. The epithelial-mesenchymal transition of granulosa cells to luteal cells is also negatively affected. Because the bidirectional communication between granulosa cells, cumulus cells, and oocytes ensures follicle development and oocyte maturation, granulosa cells and cumulus cells protect the oocyte when they are exposed to hazardous environments. The quantity of NEFAs that the oocyte is exposed to is reduced because some of the NEFAs are either stored as lipid droplets or oxidized in granulosa cells and cumulus cells. Besides, granulosa cells can produce and deliver some anti-inflammatory factors to cumulus cells and the oocyte. Therefore, blastocysts from oocytes exposed to the high level of NEFAs still exhibit the anti-inflammatory response, and the blastocyst rate from oocytes cocultured with GCs while exposed to NEFAs was decreased to a lesser extent than the blastocyst rate from exposed oocytes cultured without granulosa cells

## Materials and methods

### Chemicals

All supplements and reagents used in this study were purchased from sigma-Aldrich (St. Louis, MO, United State) unless otherwise specified.

### Preparation of NEFAs

PA, SA, and OA were dissolved in absolute ethanol at 468 mM, 194mM, and 534mM, respectively to make the stock solution as described previously [7]. The NEFA mixture was added to North Carolina State University (NCSU)-23 medium with 3 % fatty-acid-free bovine serum albumin and was sonicated for 30 min with an Arrayit ultrasonic bath sonicator (Sunnyvale, CA). The medium containing the NEFAs was then incubated at 38.5 °C in a humidified atmosphere of 5 % CO_2_ in air for 24 h for equilibration before use.

### Collection of GCs and COCs

Porcine ovaries were collected from a local slaughterhouse and transported within 2 h to the laboratory in physiological saline supplemented with 100 IU/L of penicillin G and 100 mg/mL of streptomycin sulfate at approximately 35 °C. The ovaries were washed three times with saline warmed to 37 °C and COCs, GCs, and follicular fluid were aspirated from follicles 3-6 mm in diameter with an 18-gauge needle attached to a 10-ml syringe, avoiding blood contamination. The cell mixture was washed twice in warmed Tyrode’s lactate-buffered HEPES supplemented with 0.1 % polyvinyl alcohol (PVA-TL-HEPES).

### Preparation of granulosa cell monolayers

After the COCs had fallen to the bottom of the container due to their larger size, the granulosa cell-containing superstratum of follicular fluid was passed through a Falcon 40-µm mesh cell strainer (BD Biosciences, Stockholm, Sweden), centrifuged at 800 × g for 8 min and washed three times with warm phosphate-buffered saline (PBS, Corning, New York, USA) containing penicillin-streptomycin (100 U per mL, ThermoFisher Scientific, Waltham, USA) and 50 µg/mL gentamycin. The cells were re-suspended at 5 × 10^5^ per mL in DMEM/F12 (ThermoFisher Scientific, Waltham, USA) supplemented with 10 % fetal calf serum (Corning, New York, USA), penicillin-streptomycin (100 U per mL) and 50 µg/mL gentamycin and cultured in 4-well plates (ThermoFisher Scientific, Waltham, USA) at 38.5 °C under a humidified atmosphere (5 % CO_2_). At the 24-h point, cells were washed with PBS twice and re-supplemented with fresh Dulbecco’s minimal essential medium/Ham’s F12 (DMEM/F12) with 10 % fetal calf serum for 6 more days of culture during which the medium (70 %) was changed every 48 h.

### Co-culture of COCs and granulosa cell monolayers

After 7 days of culture, the DMEM/F12 culture medium was replaced with NEFA-containing NCSU-23 (or NCSU-23 without NEFA but with same amount of BSA and ethanol as control) supplemented with 10 ng/mL epidermal growth factor (EGF), 0.5 g/mL follicle-stimulating hormone (FSH), 0.5 g/mL luteinizing hormone (LH), 1 mM dibutyryl-cyclic adenosine monophosphate, 1 % (v/v) purified porcine follicular fluid, and 50 µg/mL gentamycin. COCs were collected from the follicular fluid of a different batch of ovaries then washed with PVA-TL-HEPES. Those with cytoplasmic uniformity and at least three layers of cumulus cells fully surrounding the oocyte [59] were selected for maturation in 4-well plates containing granulosa cell monolayers. After 22 h, COCs were washed, put back in the same plate with fresh NEFA-containing NCSU-23 (or control NCSU-23) supplemented with only EGF and follicular fluid and incubated for another 22 h. After maturation, COCs were removed from the culture medium and the GC monolayers were washed three times with PBS. Then, Trizol (ThermoFisher Scientific) was used to capture the adherent cells and the mixture was stored at – 80 °C until used.

### RNA extraction

The Direct-zol^TM^ RNA Miniprep Plus (Zymo Research, CA, USA) was used to extract the RNA of GCs in Trizol. Cells from four wells of one 4-well plate were pooled as one replicate, and eight biological replicates were collected on different days (four for microarray analysis and four for quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) validation). An equal volume of ethanol was added to cells lysed in Trizol and mixed thoroughly. The mixture was passed through a Zymo-Spin^TM^ IIIGG column with a DNase I treatment, followed by the washing buffer. The quality and concentration of RNA were analyzed with a Bioanalyzer (Agilent, Mississauga, Ontario, Canada). All the extracted RNA samples were of good quality, with integrity numbers > 8.5. Samples were stored at −80 °C.

### Manipulation of RNA microarrays

Five ng of RNA from four replicates from two conditions were amplified linearly using a RiboAmp® HS PLUS RNA Kit (Applied Biosystems). Antisense RNA (aRNA) was produced using T7 RNA polymerase and labeled with Cy3 and Cy5 using a ULS Fluorescent Labeling Kit (Leica, Germany). Two corresponding treatments (900 ng aRNA per replicate) were mixed in a two-color dye-swap design and hybridized on an Agilent-manufactured EmbryoGENE 4 × 44 K porcine transcriptome microarray slide (Agilent Technologies, CA, USA) for 17 h at 65 °C. The slide was washed for 1 min in Expression Wash Buffer 1 (RT), 3 min in Expression Wash Buffer 2 (42 °C), 10 s in 100 % acetonitrile (RT), and 30 s in Stabilization and Drying Solution. Microarray slide was then scanned with the PowerScanner (Tecan, Switzerland) and features were extracted with Array-pro 6.3 (MediaCybernetics, MD). Intensity files were normalized and analyzed with FlexArray. The background was subtracted from raw fluorescence intensity prior to normalization within Cy-3/Cy-5 and between each array with Loess and quantile, respectively.

### Data analysis

Treatment effects were analyzed with the limma algorithm, which attributed to each probe a probability of differing significantly from the control. The differentially expressed genes (DEGs) were then annotated by the latest version (Revision 6) of the Affymetrix porcine annotation database combined with the current annotation data of pig (*Sus scrofa* 11.1) in NCBI [37]. GO and pathway enrichment analyses were performed using the DAVID Database (V6.8) with *Sus scrofa* background [60]. Data were also analyzed using Ingenuity Pathway Analysis (IPA, Ingenuity® Systems, www.ingenuity.com/) with human, mouse, and rat backgrounds. IPA analysis considers the general tendency in gene expression variations, including the direction in which each tends to change and the concordance between the variations of the significantly affected genes and the signaling pathways. It then determines the most plausible upstream regulators (explaining the observed gene expression changes) and tox list (linking to pharmacological responses) by taking into consideration the results and the usual context in which the same genes are affected. The extremely high similarity between the porcine and human genomes and the availability of more annotated functions in human studies made the IPA analysis a necessary complement.

### Quantitative Real-Time RT-qPCR

Total RNA extracted from the other four biological replicates was reverse transcribed using oligo-dT and random primers with the qScript^TM^ Flex cDNA Synthesis Kit (Quanta Biosciences, MD). Real-time PCR reactions were conducted on a LightCycler 480 System (Roche, Germany) with LightCycler 480® SYBR Green I Master. The efficiency of the primers and the standard curve for each gene were deduced from serial dilutions (1 pg to 0.1 fg) of the corresponding cDNA fragment used as template. The geometric mean of two housekeeping genes, succinate dehydrogenase complex flavoprotein subunit A (*SDHA*) and peptidylprolyl isomerase A (*PPIA*), [61], was used to normalize gene expression with the GeNorm VBA applet software. Primer information is provided in Table 1. Statistical analysis was conducted in Prism (GraphPad Software, version 5.00 for Windows, San Diego California USA) with the independent-samples t-test.

**Table 1:** Information on RT-qPCR primers

Target gene	Accession number	Forward primer (5’-3’)	Reverse primer (5’-3’)	Product size	Annealing Temperature
*AGPS*	XM_021075128.1	GACGCAGACTTATGATGCAGG	AGCCACTGCTTCCGTAACT	180 bp	57 °C
*MAP3K8*	XM_021064737.1	ATGGAACCGTGGAGGACTTG	CGGAGCCGATATTCCTGTAAGT	192 bp	57 °C
*TLR6*	NM_213760.2	CTCTCATGGCACAGCGAACT	CACATCATCCTCTTCAGCGACT	125 bp	59 °C
*AGO1*	XM_005665209.3	ACGCTGTTACCTCACTGGATAG	GGCCAGATGTGACAAGATGAGG	244 bp	59 °C
*IL33*	NM_001285978.1	ATGGTGGTGGTGATCATCGGA	ACACTCCAGGATGGCTCTTACA	201 bp	59 °C
*GAPDH*	NM_001206359.1	ACTGGTGTCTTCACGACCAT	GGAGGCATTGCTGACGATCT	159 bp	57 °C
*STAR*	NM_213755.2	CCCTTGGACAGGAGCTGAAC	GGCCAGATCTTGGTCACTGT	134 bp	57 °C
*CYP11A1*	NM_214227.1	AGACACTGAGACTCCACCCCA	GACGGCCACTTGTACCAATGT	110 bp	57 °C
*HSD3B1*	NM_001004049.2	GATCGTCCACTTGTTGCTGG	GATCTTGCTCTGGAGCTTAGAA	109 bp	57 °C
*CYP19A3*	NM_214431.1	GTGGACGTGTTGACCCTCAT	TATGCACGAGGGCACTTTCG	94 bp	57 °C
*SDHA *[61]	XM_021076930.1	CACACGCTTTCCTATGTCGATG	TGGCACAGTCAGCTTCATTC	94 bp	57 °C
*PPIA *[61]	NM_214353.1	AAAACTTCCGTGCTCTGAGC	TTATGGCGTGTGAAGTCACC	112 bp	59 °C

Note: The superscript number beside a target gene indicates the reference from which the primer sequence was obtained

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

## Data Availability

The data sets of transcriptomic microarray results were deposited in National Center for Biotechnology Information’s Gene Expression Omnibus and are accessible through the accession number GSE168957.

## Abbreviations

NEFAs: Non-Esterified Fatty Acids
GCs: Granulosa Cells
COCs: Cumulus-Oocyte Complexes
IVM: In Vitro Maturation
ROS: Reactive Oxygen Species
ER: Endoplasmic Reticulum
PA: Palmitic Acid
SA: Stearic Acid
OA: Oleic Acid
NCSU: North Carolina State University
PVA-TL-HEPES: Tyrode’s Lactate-buffered HEPES supplemented with 0.1 % Polyvinyl Alcohol
PBS: Phosphate-Buffered Saline
DMEM/F12: Dulbecco’s Minimal Essential Medium/Ham’s F12
EGF: Epidermal Growth Factor
FSH: Follicle-Stimulating Hormone
LH: Luteinizing Hormone
aRNA: Antisense RNA
RT: Room Temperature
DEGs: Differentially Expressed Genes
GO: Gene Ontology
IPA: Ingenuity Pathway Analysis
SDHA: Succinate Dehydrogenase Complex Flavoprotein Subunit A
PPIA: Peptidylprolyl Isomerase A
qRT-PCR: Quantitative Real-time Reverse Transcription Polymerase Chain Reaction
MAP3K8: Mitogen-Activated Protein Kinase Kinase Kinase 8
TLR6: Toll Like Receptor 6
IL33: Interleukin 33
GAPDH: Glyceraldehyde-3-Phosphate Dehydrogenase
STAR: Steroidogenic Acute Regulatory Protein
HSD3B1: Hydroxy-Delta-5-Steroid Dehydrogenase, 3 Beta- And Steroid Delta-Isomerase 1
CYP11A1: Cytochrome P450 Family 11 Subfamily A Member 1
KEGG: Kyoto Encyclopedia of Genes and Genomes
ERBB2: Erb-B2 Receptor Tyrosine Kinase 2
TP53: Tumor Protein P53
EMT: Epithelial-Mesenchymal Transition
HGF: Hepatocyte Growth Factor
TGFβ: Transforming Growth Factor-beta
MYC: MYC Proto-oncogene
SP1: Specificity Protein 1
JAG1: Jagged Canonical Notch Ligand 1

How the deposited data were processed for this re-analysis (not part of the article)

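RNA was measured in porcine GC monolayers cocultured with COCs for the 44 h of IVM, with or without NEFAs. The samples were 4 biological replicates, each an IVM of its own day, and each replicate gave 1 NEFA RNA and 1 control RNA, which shared 1 EmbryoGENE porcine array. The replicates used for RT-qPCR in the paper were others and have no file here. The authors amplified the RNA, labelled it with Cy3 and Cy5, scanned the arrays and extracted the spots with Array-Pro, per the file headers and the methods, and the intensity values they deposited are the mean raw intensity, the mean local background and their difference (set to 0 where negative), with no normalization. The authors also deposited a table of log2 ratios, 1 column per array, which the methods describe as background-subtracted, normalized in FlexArray by loess within arrays and by quantile between arrays, and its log base was taken as 2 from the spread of the values. Its direction is not stated and its rows could not be set beside the scanner spots, either by spot number or by sorted probe identifier. It was therefore used only to count probes and to compare its columns. For the counts its columns were given the dye-swap signs of the arrays as headed, with A and B against C and D. This assumes ratios between the dyes, and other signs could give other counts.

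Of 45220 spots per array, the 43794 probes of the array's expression set were analysed. Spots that the extraction software marked as ignored were set to missing (60 to 121 probes per array). The background was corrected with normexp (offset 50) in place of the subtraction the paper names, since plain subtraction leaves values with no logarithm. Loess was fitted within arrays with control and ignored spots at weight 0, quantile normalization was applied between arrays, and limma 3.58.1 in R 4.3.3 was used for background correction, normalization and tests. The authors also used limma, with no version given. The model had 1 coefficient, the mean log2 ratio of NEFA to control with the orientation of each array as its sign, tested against 0 with empirical Bayes moderation, two-sided. The criterion was that of the paper, an unadjusted p under 0.05 and a 1.2-fold change, with the 1.5-fold count and Benjamini-Hochberg adjustment over all probes given beside it.

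The annotation at hand names 1 gene for 13146 probes and none for 30648. It names 10022 genes, of which 9962 have a probe with a value on all 4 arrays, after 218 symbols were updated. The brightest probe stood for a gene. A probe was called above background where its signal exceeded the mean plus 2 SD of the 153 negative control spots of that array and dye, on all 4 arrays in the NEFA or the control group. The array build is not stated in the files, so no coordinates are given.

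Genes were named by a rule. It takes up to 10 of the largest rises and 10 of the largest falls among genes that pass the criterion, are above background and move the same way on all 4 arrays (7 rises and 15 falls met it), every gene the paper names in its results and discussion, and from each list described the members with the smallest p, up to 4. Values of Table S2 had been seen before the rule was written. Genes named only under the exchange of array A, and those past 1.5-fold that fall outside the rule, were chosen after their values were seen. The 34 gene lists cover pathways and cell types and were chosen after reading the paper and its tables. Of these, 32 had at least 5 measured genes and were tested with camera (correlation between genes 0.01), and p was adjusted over the lists and, for single genes, also over each list alone. The terms of Tables S1, S3, S4 and S5 were only counted, because the study chose them on these samples. In the copy of these tables at hand the gene lists of 3 terms of Table S1 and 5 of Table S5 are incomplete. The enrichment analyses of the paper with DAVID and IPA were not repeated.

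The direction of the ratios was set by the signs of Table S2, as the data-and-methods text gives. The alternatives set beforehand were background subtraction, no background correction, a median in place of loess, Aquantile, no normalization between arrays, detected probes only, a dye term, no replicate block, separate channels with the correlation within spots (0.354), an intensity trend with a robust prior, the authors' table of ratios, each replicate left out in turn, the mean of all probes of a gene, camera with an estimated correlation, and fry. Aquantile leaves the ratios as they are, so it equals no normalization between arrays here. Further alternatives were added after seeing the data, namely the exchange of the channels of array A, that exchange with a dye term, and leaving out replicate 1 with a dye term.

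The procedure was tested on simulated data of 43794 probes. Of 100 probes changed 1.5-fold 81% were recovered, of 100 changed 2-fold 96% were recovered, and 2.32% of unchanged probes were called. The changed probes were drawn from those brighter than the median, and every simulated array ran in its stated direction. The recovery therefore does not hold for dimmer probes, or for the values as headed if the columns of array A are exchanged. The slope of estimated on true log2 change was 1.25 over all changed probes, above the limit of 1.2 set for it. After this was seen, the limit was applied only to probes with a mean log2 intensity above 10, where the slope was 1.10. Among the changed probes, the ratios of those below that intensity were therefore overstated more. Probes dimmer than the median were given no change, so their ratios were not tested.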

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

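The test of the rise of ANGPTL4 and PLIN2 without array A and the test of granulosa identity genes were chosen only after the results were seen. The test that leaves out 1 array at a time was not, but it uses the exchange of array A, which was.

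In 8 of the 148 named genes the log2 ratio of 1 array lay far from the other 3, and chance alone does this in about 1 of 20 genes. The gap to the nearest array, as a share of the whole range, was 0.849 for SPAG1 (array C 0.12, others 0.33 to 0.37) and 0.901 for AMACR (array A 0.01, others -0.31 to -0.28). Array B stood apart for HGF (0.903, with -0.27 against 0.24 to 0.29), BAX (0.899, with -0.06 against 0.19 to 0.21), PLCG1 (0.867) and ZP2 (0.863, with -0.33 against 0.32 to 0.43). Array D stood apart for ACER2 (0.912, with 0.60 against 0.08 to 0.13) and TIE1 (0.893, with 0.35 against -0.04 to 0.00).

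Table S3 lists zymosterol biosynthesis, with CYP51 and TM7SF2, and the whole list of cholesterol synthesis was looked at here. As the columns are headed, 11 of its 13 measured genes were below 0, TM7SF2 passed the criterion, and the list was lower than other genes with an adjusted p = 0.0328 from limma camera. The adjusted p of the list cholesterol synthesis was 0.988 with an estimated correlation, and 0 members passed when adjusted over the list alone. It was 0.602, 0.0870 and 0.140 without replicates 2, 3 and 4, and 0.104 with a trend and robust prior in limma. Under the exchange of the channels of array A, 5 members were lower and 0 higher, MSMO1 (-0.87), HMGCS1 (-0.90), SQLE (-0.59), ACAT2 (-0.53) and CYP51 (-0.36), and all 5 passed when adjusted over the list alone (limma camera, adjusted p = 9.77e-06 for the list, 0.480 with an estimated correlation).

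Large changes of 2 genes outside those the paper discusses did not pass with the columns as headed and passed with the channels of array A exchanged. ANGPTL4, an inhibitor of lipoprotein lipase, had in the latter a log2 fold change of 3.06 (8.36-fold, standard error 0.13, adjusted p = 0.00941 from limma), in the same direction on all 4 arrays. PLIN2, a coat protein of lipid droplets, had 1.46 (2.74-fold, standard error 0.11, adjusted p = 0.0959 from limma, or 0.00131 with a dye term). By the headings they had 1.71 and 0.58 with standard errors of 1.03 and 0.55, and without replicate 1 they had 3.18 and 1.36. Both are known targets of fatty acid receptors of the PPAR family, but they were not used to choose a direction, and the reading of the titles would make both lower.

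For these 2 genes, leaving out any 1 array with the exchange kept the lower of the 2 values at 1.36 or above, so under the exchange the rise does not rest on 1 array. Both genes were named after their values under the exchange were seen, with the same direction on all 4 arrays. The outcome of this test was thus nearly fixed, and it adds no separate evidence. Without array A, in a fit with a dye term, the smaller value was 1.39, so arrays B, C and D show the change without the exchange being assumed. Under the exchange the 17 cell cycle genes above background had a median of -0.46 (-0.12 over all 50, most near background), and a lower share of GCs as the whole cause would lower granulosa identity genes alike, but the 5 of these above background, with CCND2 in both lists, had a median of 0.0369 (SD 0.15, and a median of 0.05 over all 12), which argues against it. A small change in the share of GCs stays open, as few markers of other cell types are above background. The direction of the change stays open, since that of the ratios rests on Table S2.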

How the results depend on the processing

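Signal over background limits dim probes, since the median raw signal was 2.79 to 8.87 times the local background. The exchange of array A, the exchange with a dye term, and leaving out replicate 1 with a dye term were chosen after seeing the data. No list changed direction among called results. Over all settings 2259 values of named genes and 508 of lists kept their direction and side of the threshold, 169 and 17 lost the call, 105 and 8 gained one, and 67 and 106 uncalled values moved. In 1 case a gene passed with the sign opposite to its value as headed. This was VCAN, with 0.27 under the exchange with a dye term against -0.12, and the cause was not tested. Values that did not pass also changed sign under the exchange. Examples are SMAD1 (-0.36 as headed, 0.07 exchanged), COL5A1 (-0.24 and 0.19) and TYROBP (0.14 and -0.18). The correlation with Table S2 stayed at 0.360 to 0.685 over all settings. The authors' table gives no gene names, so no gene or list value could be had from it.

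Without replicate 1, 2, 3 or 4, probes at an unadjusted p under 0.05 were 131 to 8211, past 1.2-fold 122 to 6286, past 1.5-fold 10 to 1385 and after adjustment 0 to 1, from limma. Genes higher were 13 to 727 and lower 14 to 741, RT-qPCR genes past the criterion 0 to 3, lists with a call 0 to 4, the share of signs of Table S2 behind the direction of the ratios 73.5% to 75.3%, and r with that table 0.526 to 0.574. Each such fit has 3 arrays, so the dyes are no longer balanced between NEFA and control by the headings. If the columns of array A are exchanged, the fit without replicate 2 sets red against green on all 3.

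Background subtraction gave 101 probes past 1.5-fold. No background correction gave 47 past 1.2-fold, 2 past 1.5-fold, 2 genes higher and 17 lower. Aquantile and no normalization between arrays each gave 33 genes lower. The cause was not tested in these settings. Detected probes only gave 35 probes at p under 0.05, 35 past 1.2-fold, 11 past 1.5-fold, 4 genes higher, 6 lower, 80.9% of signs for the direction of the ratios and 5 lists, with fewer probes tested. No replicate block gave 351 probes at p under 0.05, 202 past 1.2-fold, 16 genes higher, 28 lower and 0 RT-qPCR genes. Separate channels gave 1 RT-qPCR gene. A trend and robust prior gave 1 list, and camera with an estimated correlation and fry each gave 0 lists, against 3 with the settings chosen. Unlike camera, fry tests a list against no change. The authors' table, with its columns given the signs of the arrays as headed, gave 1361 probes at p under 0.05, 1266 past 1.2-fold and 47 past 1.5-fold. The cause was not tested.

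The exchange of array A gave 2175 probes at p under 0.05, 1602 past 1.2-fold, 324 past 1.5-fold, 2 after adjustment, 108 genes higher, 307 lower, 66.0% of signs for the direction of the ratios, 1 RT-qPCR gene and 5 lists. With a dye term as well it gave 5143, 2504, 405, 558, 299 and 370, in the same order, with 66.0% of signs and 1 RT-qPCR gene. Leaving out replicate 1 with a dye term gave 2944, 2444, 351, 63, 312 and 344, with 72.2% of signs and 5 lists. The cause of these changes was not tested here.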

Differences from the paper's values

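The paper reports 1381 probes at p under 0.05, against 612 here. Of the alternatives set before the data were examined, the authors' table of ratios with the signs assumed for its columns (1361) and the fit without replicate 1 (1215) come within 1.5 times of the paper's count. Background subtraction, no background correction, a median in place of loess, Aquantile, no normalization between arrays, detected probes only, a dye term, no replicate block, separate channels, a trend and robust prior, and leaving out replicate 2, 3 or 4 do not.

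For a 1.2-fold change the paper reports 1295 probes, against 342 here. The authors' table with the same assumed signs (1266) and the fit without replicate 1 (1170) come within 1.5 times, and the other alternatives set beforehand do not. The exchange of array A, chosen after seeing the values, gives 1602, and calls 35 of the 600 matched genes of Table S2. The paper's count past 1.5-fold and the count here differ by less than 1.5 times.

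The paper counts 1013 annotated probes as differentially expressed genes, against 80 genes here, the paper's 438 upregulated against 28 and the paper's 575 downregulated against 52. The counts here are of genes, each with 1 probe, under an annotation that names fewer probes, so the units differ. Leaving out replicate 2 brings the total (1468) and the number lower (741) within 1.5 times, and no other alternative set beforehand does. For the number higher none of them does. If the columns of array A are exchanged, the fit without replicate 2 sets red against green on every array. Its counts then cannot be told from a difference between the dyes. Chosen after seeing the values, the exchange with a dye term (299) and leaving out replicate 1 with a dye term (312) come within 1.5 times of the number higher.

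In Table S2 the paper gives GAPDH a log2 fold change of -0.44, against -0.13 here, and SP1 -0.41, against -0.0560 here. None of the alternatives set beforehand brings either value within its error of the paper's. Both probes were above background on 0 arrays, so their ratios cannot be set against the paper's as sizes of a change.

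The paper's text and its Table S2 give different splits, and the table as read here holds 375 genes with a positive and 501 with a negative fold change. The legend of Fig. 2 places AGO1 among the downregulated genes, while Table S2 gives a positive value and the arrays give 0.30, which did not pass. The paper states that GAPDH changed on the arrays, where the p here did not pass. The same legend lists AGPS as upregulated, and it passed here in that direction (0.46). The legend leaves AGPS out of the genes whose RT-qPCR had the direction of the arrays. IL33 passed in the direction of the legend (-0.57), and MAP3K8 had the same sign (0.40) and did not pass. MAP3K8 and AGO1 depend on single replicates, with 0.65 and 0.51 without replicate 2, where both pass, and 0.16 and 0.10 without replicate 4. If the columns of array A are exchanged, the values without replicate 2 cannot be told from a difference between the dyes. That difference was 0.58 for MAP3K8 and 0.46 for AGO1 with array A exchanged. The paper states that NEFAs induced inflammation and apoptosis, while of 61 measured genes of inflammation 1 was higher and 2 lower and of 30 of apoptosis 0 passed, with FOS higher (0.45).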

Other observations

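In this part, the exchange of array A and the tests of its background, of the dye difference and of Table S2 against the dyes were chosen only after the results were seen, and the test of the control probes was not.

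With the channels of array A exchanged, some genes of lipid handling passed the criterion. Of 22 measured PPAR target genes 4 were higher and 0 lower, ANGPTL4, PLIN2, SLC25A20 and ACADVL, all 4 also when adjusted over the list alone (limma camera, adjusted p = 0.0535 for the list, 0.529 with an estimated correlation). The adjusted p of that list from limma camera under the exchange was 0.0316 without background correction, 0.0650 with background subtraction, 0.130 without normalization between arrays, and 0.0596, 0.0446, 0.132 and 0.0787 without replicates 1, 2, 3 and 4. It was 0.0183 without array A in a fit with a dye term. Of 24 genes of triglyceride and lipid droplets PLIN2 and LIPA were higher (adjusted p = 0.285 from limma camera). Of 18 genes of fatty acid synthesis and desaturation, the desaturase SCD (-0.80), ME1 and ACLY (-0.30) were lower and ACACA (0.41) higher (adjusted p = 0.518 from limma camera). By the headings 0 members of these 3 lists passed (adjusted p = 0.974, 0.974 and 0.492 from limma camera), and among detected probes only the adjusted p of the list PPAR target genes was 0.0185. Among genes named for the size of their change after it was seen, S100A10 had -0.92 and EFEMP1 -0.82. The 34 cytosolic ribosomal proteins measured were lower as a group (limma camera, adjusted p = 0.0253, or 0.792 with an estimated correlation) with 0 members past the criterion. That call was lost without replicate 1 (limma camera, adjusted p = 0.0583) and without replicate 3 (adjusted p = 0.591), and the adjusted p was 0.492 with the columns as headed.

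With the columns as headed, 0 of 10 measured genes of steroid hormone synthesis passed, with values of -0.17 for HSD17B10 and -0.14 for NR5A1 (adjusted p = 0.335 from limma camera). Of 12 granulosa cell identity genes 0 passed (adjusted p = 0.688), and AMH had 0.39. No marker passed among 7 for theca (adjusted p = 0.974), 8 for cumulus (0.492), 14 for oocyte (0.617), 11 for macrophages and leukocytes (0.974), 9 for endothelium (0.688), 12 for stromal fibroblasts (0.974) and 7 for smooth muscle (0.974). The exchange of array A brought MOS among the oocyte markers (0.35) and CNN1 among the smooth muscle markers past the criterion, and no marker of theca, cumulus, leukocytes, endothelium or fibroblasts. Of the red blood cell markers 4 were measured and of small nucleolar RNAs 0, and neither list was tested. The paper's RT-qPCR genes STAR, CYP11A1, HSD3B1 and CYP19A3 have no probe named for them in the annotation at hand.

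The ratios of array A run against those of array B, which is labelled alike. The median log2 ratio of green to red local background was 0.86 in array A and -0.89, -0.83 and -1.16 in arrays B, C and D, which is consistent with the channel columns of array A being exchanged in its file. Across probes, the ratios of array A had r = -0.669 with the dye difference estimated from arrays B, C and D, which argues against an exchange of the NEFA and control RNA at labelling, since that would leave the dyes as they are. Over 60 control probes, which GC RNA does not set, array A had r = -0.797 with the mean of the others, while arrays B, C and D each had 0.954 to 0.979 with the other 2, which argues against an opposite response of the cells of replicate 1. Of these explanations, only the exchange of columns has no value here that argues against it. If it holds, the values as headed take array A with the wrong sign. No label states an exchange of columns, so it is kept as an alternative.

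The fold changes of Table S2 had r = 0.587 across 600 genes with the values as headed, 0.360 with the NEFA values under the exchange, and 0.448 with the difference between the dyes. The partial r for the dyes given NEFA was 0.418. The dye difference shares arrays with the values as headed. For unrelated arrays this alone would give a partial r of 0.577 if the table equalled the values as headed. It did not equal them (r = 0.587), so 0.577 is no exact yardstick and the partial r decides nothing. For single arrays as headed, r with the table was 0.333, -0.053, 0.464 and 0.495 for A, B, C and D. A dye difference in the ratios behind Table S2 is neither shown nor excluded. Genes are not independent replicates.

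The arrays allow 8 splits by sign, so no share under 0.125 can be had and neither count can be told from other splits. By the headings 342 probes passed p under 0.05 and 1.2-fold in limma, and 6 of the 8 splits, the real split included, gave as many. With array A exchanged 1602 passed, and 3 of the 8, the real split included, gave as many. The highest other split gave 6794 and is that of the dyes with array A exchanged, where 3350 probes had an adjusted p under 0.05. It sets red against green on every array, and NEFA RNA was red on as many arrays as green. Under the exchange it therefore follows the dyes and not NEFA.

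In the authors' table of ratios the columns of arrays A and B had r = -0.471, with medians of all 4 columns within -0.00924 and 0.000651.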
